# High expression of SRSF1 facilitates osteosarcoma progression and unveils its potential mechanisms

**DOI:** 10.1186/s12885-024-12346-y

**Published:** 2024-05-12

**Authors:** Shuqi Li, Xinyi Huang, Shuang Zheng, Wenhui Zhang, Fang Liu, Qinghua Cao

**Keywords:** Osteosarcoma, SRSF1, Tumor progression, RNA-sequence, Alternative splicing

## Abstract

**Background:**

SRSF1, a member of Serine/Arginine-Rich Splicing Factors (SRSFs), has been observed to significantly influence cancer progression. However, the precise role of SRSF1 in osteosarcoma (OS) remains unclear. This study aims to investigate the functions of SRSF1 and its underlying mechanism in OS.

**Methods:**

SRSF1 expression level in OS was evaluated on the TCGA dataset, TAGET-OS database. qRT-PCR and Western blotting were employed to assess SRSF1 expression in human OS cell lines as well as the interfered ectopic expression states. The effect of SRSF1 on cell migration, invasion, proliferation, and apoptosis of OS cells were measured by transwell assay and flow cytometry. RNA sequence and bioinformatic analyses were conducted to elucidate the targeted genes, relevant biological pathways, and alternative splicing (AS) events regulated by SRSF1.

**Results:**

SRSF1 expression was consistently upregulated in both OS samples and OS cell lines. Diminishing SRSF1 resulted in reduced proliferation, migration, and invasion and increased apoptosis in OS cells while overexpressing SRSF1 led to enhanced growth, migration, invasion, and decreased apoptosis. Mechanistically, Gene Ontology (GO) analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, and Gene Set Enrichment Analysis (GSEA) revealed that the biological functions of SRSF1 were closely associated with the dysregulation of the protein targeting processes, location of the cytosolic ribosome, extracellular matrix (ECM), and proteinaceous extracellular matrix, along with the PI3K-AKT pathway, Wnt pathway, and HIPPO pathway. Transcriptome analysis identified AS events modulated by SRSF1, especially (Skipped Exon) SE events and (Mutually exclusive Exons) MXE events, revealing potential roles of targeted molecules in mRNA surveillance, RNA degradation, and RNA transport during OS development. qRT-PCR confirmed that SRSF1 knockdown resulted in the occurrence of alternative splicing of SRRM2, DMKN, and SCAT1 in OS.

**Conclusions:**

Our results highlight the oncogenic role of high SRSF1 expression in promoting OS progression, and further explore the potential mechanisms of action. The significant involvement of SRSF1 in OS development suggests its potential utility as a therapeutic target in OS.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-024-12346-y.

## Introduction

Osteosarcoma (OS) is a highly malignant tumor that primarily affects the pediatric and adolescent populations. Efforts have largely centered on understanding the mechanisms associated with its metastases [1, 2], elucidating the molecular processes governing its development, and identifying potential therapeutic targets to reduce relapse and mortality rates [3–5].

In addition to traditional molecular pathological mechanisms, recent oncological studies have placed increased emphasis on alternative splicing (AS) – a cellular process responsible for generating multiple messenger RNA/protein isoforms from a single transcript [6, 7]. The splicing factor, a pivotal player in AS progression that orchestrates a multitude of gene transcripts and incites abnormal biological function, has been attributed as a potential harbinger of tumorigenesis [8].

Noteworthy within this context is the Serine/Arginine-Rich Splicing Factors (SRSFs), a group of structurally related proteins defined by an RS domain rich in arginine and serine residues, integral to efficient alternative RNA splicing [9]. Of particular interest is SRSF1, an exemplary splicing factor known to bind specifically to exonic enhancers and generate splicing variants [10]. Numerous studies have investigated the role of SRSF1 in tumorigenesis, with a focus on its involvement in transcriptional regulation mediated by lncRNA or microRNA in breast cancer [11–13], liver cancer, and lung cancers [14–16]. However, the association between SRSF1 and OS has received limited attention, and the precise biological functions of SRSF1 in OS remain largely unexplored. Therefore, this study aims to investigate the role of SRSF1 in the pathogenesis, progression, and development of OS, with a particular focus on its mechanisms and gene-splicing capabilities.

In this study, we conducted in vitro experiments to examine the cancer-related functions of SRSF1 in OS. We analyzed RNA sequences obtained from downregulated SRSF1 in human U2OS osteosarcoma cell lines to explore the underlying mechanisms. Our results provide compelling evidence suggesting that SRSF1 may act as an oncogenic factor, promoting the growth and progression of OS. Consequently, we propose that SRSF1 has the potential to serve as a novel and promising therapeutic target for OS.

## Methods and materials

### Cell culture

The human osteosarcoma cell lines (143B, MG63, HOS, U2OS) and bone marrow mesenchymal stem cells (BMSC) were purchased from ATCC (Manassas, VA, USA). Osteosarcoma cell lines were grown in DMEM (Gibco, NY, USA), and bone marrow mesenchymal stem cells were grown in low glucose-DMEM (Gibco, NY, USA), supplemented with 10% fetal bovine serum (PAN, seratech, Germany) and 100 U/ml penicillin/streptomycin solution (Gibco, NY, USA) at 37℃ in a humidified 5% CO2 atmosphere.

### Gene over-express or knockdown

The lentiviral vector used to overexpress SRSF1 was purchased from GENECHEM (Shanghai, China). Stable cancer cells were established after screening with puromycin (Beyotime Biotechnology, China). The small interfering RNAs used to knock down SRSF1 were manufactured by Ribobio (Guangzhou, China). The siRNA sequences are as follows. siSRSF1#1: CGACGGCTATGATTACGAT; siSRSF1#2: GCAGTTCGAAAACTGGATA; siSRSF1#3: GTACGGAAAGAAGATATGA. The second and the third sequence is used to knockdown SRSF1 for RNA-seq experiment. All the transient transfection was finally performed in HOS cells with the help of Lipofectamine 2000 reagent (Invitrogen, Carlsbad, CA). Small interfering RNAs were introduced into cells at a final concentration of 50 nM. The cells were harvested 48 h after transfection.

### RNA extraction and quantitative real-time PCR

Total RNA was extracted using Steady Pure Universal RNA Extraction Kit (ACCURATE BIOLOGY, China) according to the manufacturer’s instructions. The concentration and quality of the total RNA were assessed with Nanodrop One Spectrophotometer (Thermo Fisher Scientific, USA). According to the mRNA expression, reverse transcription was performed using Prime Script RT master mix (TaKaRa, Japan). Quantitative real-time PCR analysis was performed in triplicate on 7500 Fast Real-Time PCR System (Applied Biosystems, USA) using SYBR Premix Ex Taq (TaKaRa, Japan) and the expression level of GAPDH was used as endogenous control. To detect the efficiency of transient transfection, β-actin was used as endogenous control. Primers for SRSF1 (forward, 5’-TCTACTGACAGCCCCTTGGT-3’, reverse, 5’-ACTTCCAACTATGATTAGCACCCA-3’), GAPDH (forward, 5’-GCACCGTCAAGGCTGAGAAC-3’, reverse, 5’-TGGTGAAGACGCCAGTGGA-5’) and β-actin (forward, 5’-TGGCACCCAGCACAATGAA-3’, reverse, 5’-CTAAGTCATAGTCCGCCTAGAAGCA-3’). Primers for SRRM2 NM_016333.4 (forward, 5’-TTAAGCCAGGAGCCAGTGAAC-3’, reverse, 5’-CTCGGGAGACTTAGGTGGTGAA-3’) and SRRM2 XM_054379978.1 (forward, 5’- CCGTTCAACTTCTGCTGACTCT-3’, reverse, 5’-CGTGTCTTCCGAATGGTCTGT-3’). Primers for DMKN NM_001035516.4 (forward, 5’-TCTGCTCTGCTCCTGCTCCT-3’, reverse, 5’-GTAGTTCTGATCGTCTCTGCCTGC-3’), and DMKN NM_001190347.2 (forward, 5’-AATCTGGGATTCAGGGGCAAG-3’, reverse, 5’-TAGAGGAGGGCTCGGGTG-3’). Primers for SCAT1 NR_110848.1 (forward, 5’-CCTGGAATAGAAGATGCCTTGG-3’, reverse, 5’-TGCCTAACTTCCTCCTCTAACAA-3’), and SCAT1 NR_110849.1 (forward, 5’-GACTTCTCGTGGGCGTGAGTTT-3’, reverse, 5’-GACCTCGAATGCAACGTCTTCAGAT-3’). Results were analyzed using the 2–ΔΔct calculation method.

### Western blotting

Cells were lysed by using RIPA lysis buffer (CWBIO, China). After adding phosphatase inhibitor (100×) and Protease Inhibitor Cocktail (100×), the cell lysate underwent ultrasonication. The protein extracts were separated using 12% SDS gel electrophoresis and were then transferred to PVDF Western Blotting Membranes (Roche Diagnostics Gmbh Mannheim, Germany). After blocking with 5% skimmed milk, the membranes were incubated with primary antibodies of SRSF1 (1:1000, Proteintech), β-actin (1:1000, Proteintech), and GAPDH (1:1000, Cell Signaling), and cultured using secondary antibodies. Protein blots were cut prior to hybridisation with antibodies during blotting. Finally, the experimental results were visualized by using SAGECREATION and analyzed by Image J.

### Transwell assay

A Transwell assay was carried out to detect the migration and invasion capacity of HOS and U2OS osteosarcoma cell lines. The assays were performed in 8 μm pore size Transwell chambers (Corning, USA). A total of 100 µl transfected HOS (1.8 × 10^5^/ml) or U2OS (1.8 × 10^5^/ml) cell suspensions without FBS were seeded in chambers, which invasion group was also supplemented with serum-free medium and had an insert coated with Matrigel (Corning, USA). The bottom chamber was filled with DMEM containing 20% FBS. 18 h later, cells were immobilized with Paraformaldehyde and stained with 0.1% crystal violet (Beyotime Biotechnology, China). The experimental results were visualized with a bright-field microscope (Leica DMI4000B, Germany) and analyzed by Image J. And cells invaded in five randomly chosen fields were counted.

### Flow cytometry analysis (FCA)

Flow cytometry was used to detect apoptosis and cell cycle which were performed following the manufacturer’s protocol. In brief, cells were washed three times with cold PBS and then resuspended in 500 µl of 1× Binding Buffer, then 5 µl of APC Annexin V and 5 µl of propidium iodide (PI) were added to stain for 15 min at room temperature in the dark. Cells were analyzed by flow cytometry (Cyto FLEX S, Beckman, Germany). For cell cycle analysis, the cell suspension was first fixed with 70% cold ethanol for 3 h and then resuspended in 500 µl of 1× Binding Buffer. After adding 5 µl of propidium iodide (PI) and 15 min room temperature incubation, cells were analyzed by flow cytometry (Cyto FLEX 2, Beckman, Germany). All results were analyzed with FlowJo software (Tree Star).

### RNA-Seq

The sequencing data were analyzed with the assistance of Gene Chem. (Shanghai, China). Differentially expressed genes were analyzed by using Deseq2 software with *P* < 0.05 and |log2(fold change) | >1. The details of RNA-seq were declared in supplementary files.

### Statistical analysis

To compare the statistical significance between groups, a two-tailed Student’s t-test, and a one-way ANOVA test were used. It was considered significant when *P* < 0.05 of each difference. All statistical data were displayed as means ± standard deviation (SD) and analyzed for statistical significance with GraphPad Prism 8 (GraphPad Software, USA).

## Results

### The mRNA level of SRSF1 is high in the osteosarcoma tissues based on TCGA database

Expression levels of SRSF1, as displayed by TAGET-OS, a subset of TCGA (http://xena.ucsc.edu/), were reported for 88 osteosarcoma tissues. Figure 1A indicates that SRSF1 is highly expressed in these 88 tumor tissues, with an average of 12.57. To corroborate our findings, we evaluated other known molecules in this database. We discovered that the expression of lncRNA WWOX-AS1 [17], which has confirmed antitumor effects, was remarkably low (with an average of 0.85) as depicted in Fig. 1B. Conversely, MALAT1 [18] (with an average of 12.95), lncRNA SNHG16 [19] (with an average of 11.56), lncRNA H19 [20](with an average of 11.76), and ALKBH5 [21] (with an average of 13.09), all known tumor promoters and have been confirmed higher expression in osteosarcoma samples and cells compared to normal samples and cells, expressed nearly as highly as SRSF1 in human osteosarcoma tissues (Fig. 1C-F). Altogether, the heatmap showed genes that were upregulated and downregulated in osteosarcoma tissues, implying a high expression state of SRSF1 and potential pathogenicity (Fig. 1G).

**Fig. 1:**
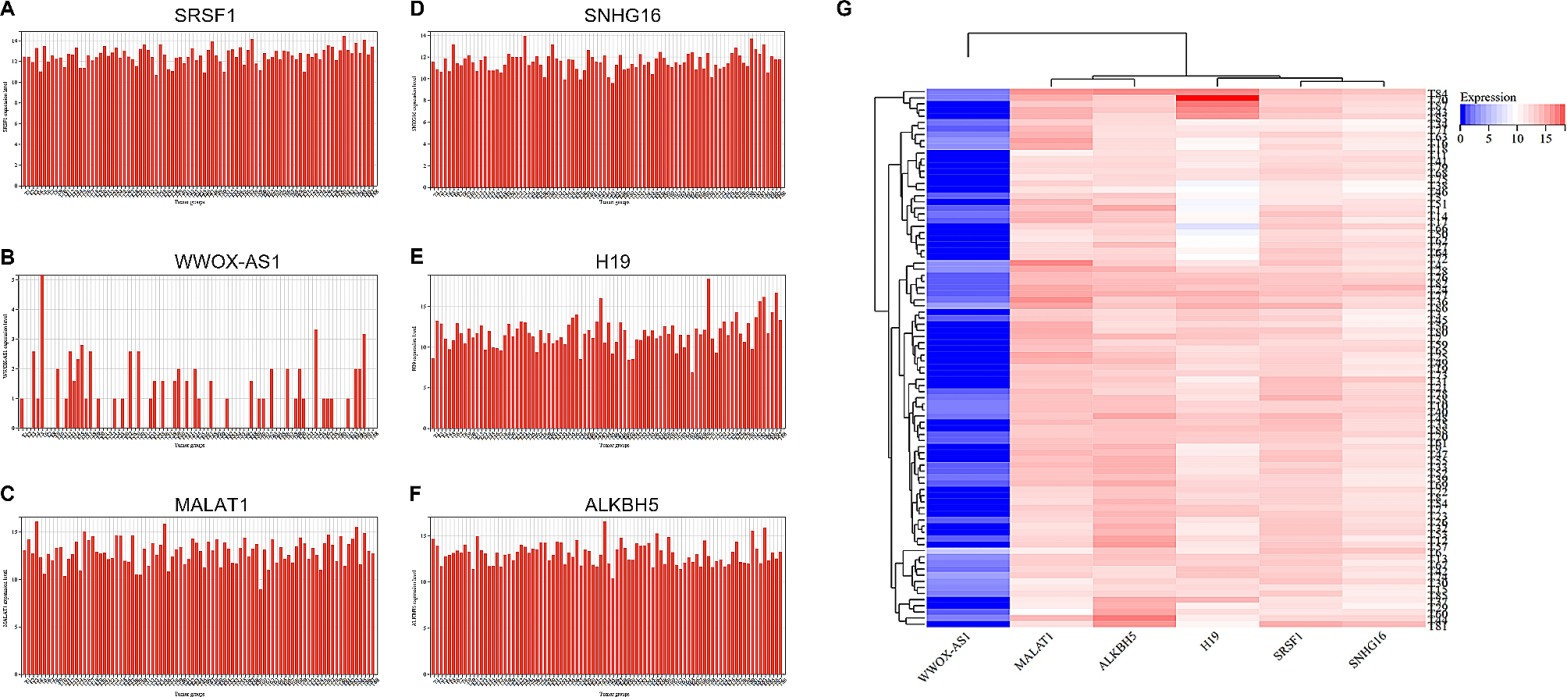
SRSF1 is highly expressed in the subset of the TCGA database. **(A)** SRSF1 is highly expressed in 88 tumor tissues based on TCGA database. **(B)** The expression of lncRNA WWOX-AS is remarkably low in 88 tumor tissues based on TCGA database. **(C)** MALAT1 is highly expressed in 88 tumor tissues based on TCGA database. **(D)** SNHG16 is highly expressed in 88 tumor tissues based on TCGA database. **(E)** H19 is highly expressed in 88 tumor tissues based on TCGA database. **(F)** ALKBH5 is highly expressed in 88 tumor tissues based on TCGA database. (**G**) Heatmap summarized six gene expressions and displayed the comparison of gene expression states according to the TAGET-OS database. These are showing normalized counts

### SRSF1 promoted the proliferation, migration, and invasion and inhibited apoptosis of human osteosarcoma cells

To determine the impact of SRSF1 on osteosarcoma development, we initially measured SRSF1 mRNA levels in four osteosarcoma cell lines and bone marrow mesenchymal stem cells. We employed quantitative real-time PCR methods and found that HOS had the most significantly elevated expression (a 39.4-fold increase), followed by 143B cells (a 23.3-fold increase), MG63 (a 7.2-fold increase) and U2OS (a 10-fold increase) registered increased levels compared to BMSC (Fig. 2A). Following this, we elevated SRSF1 expression in U2OS cell lines using lentivirus. Through the implementation of qRT-PCR and Western blotting techniques, we observed approximately a 1.5-fold elevation in SRSF1 levels, relative to the negative control, at the mRNA level, and a twofold augmentation in SRSF1 levels at the protein level (Fig. 2B-C). Subsequently, we first evaluated numerous phenotypes after elevating SRSF1 levels in U2OS human osteosarcoma cell lines. The transwell assay showed enhanced migration (a 2.1-fold increase) and invasion (a 2.8-fold increase) in comparison to negative controls (Fig. 2D). The flow cytometric analysis of cell apoptosis and cell cycle showed a reduction in cell apoptosis (∽ 50% reduction in SRSF1-OE) (Fig. 2E **upper panels**) and an increased S phase (1.2-fold) relative to negative controls during the cell cycle distribution when up-regulated SRSF1 gene expression (**Fig. 2E lower panels**). As a whole, our findings indicate that increasing SRSF1 boosts the proliferation, migration, and invasive capabilities of osteosarcoma cells and decreases cell apoptosis in vitro.

**Fig. 2:**
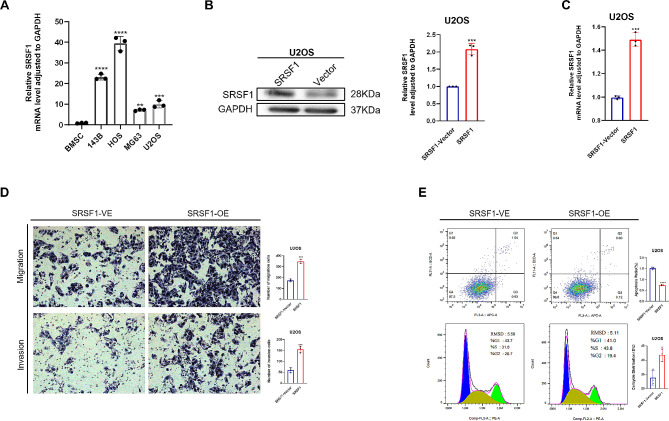
SRSF1 promoted the proliferation, migration, and invasion and inhibited apoptosis of human osteosarcoma cells (**A**) qRT-PCR detected SRSF1 mRNA levels in human osteosarcoma cell lines (143B, HOS, MG63, U2OS) and human bone marrow mesenchymal stem cells (BMSC). (**B**) Western blotting measured the efficiency of upregulating SRSF1 in protein-level U2OS cell lines. (**C**) qRT-PCR examined the effect of ectopic elevating SRSF1 in the mRNA level in U2OS cell lines. (**D**) Transwell assay investigated migration and invasion abilities while SRSF1 was overexpressed in U2OS cell lines. (**E**) Flow cytometry assessed the apoptosis ratio (top panels) and percentage of S phase in the cell cycle (bottom panels) that suggested active cell proliferation when increasing SRSF1 expression in U2OS cell lines. Each experiment was independently repeated three times. (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* < 0.001; (****) *P* < 0.0001. Full-length blots/gels of SRSF1 and GAPDH in U2OS cell lines are presented in Figure S3 The grouping of blots cropped from different parts of the same gel

### Depletion of SRSF1 inhibited osteosarcoma cell proliferation, migration, and invasion, and promoted apoptosis in vitro

We then reduced SRSF1 expression in HOS cell lines using siRNA, accompanied by positive and negative controls. After qRT-PCR and Western blotting analyses, we selected two of the three most effective RNAi segments displayed in Fig. 3A and B, and Figure S1where they achieved reductions of ∽ 75% and ∽ 70% for siRNA-1 and siRNA-3, respectively, at the mRNA level and ∽ 53% and ∽ 48% at the protein level, respectively. Then we also assessed numerous phenotypes after diminishing SRSF1 levels in HOS cell lines. The transwell assay ascertained the abilities of migration and invasion. SRSF1 knockdown led to a decrease in the number of migrating (∽ 47% reduction in siRNA-1 and ∽ 67% reduction in siRNA-3) and invading cells (∽ 49% reduction in siRNA-1 and ∽ 74% reduction in siRNA-3) in comparison to negative controls (Fig. 3C). Then flow cytometric analysis of cell apoptosis and cell cycle showed downregulating SRSF1 levels caused a dramatic increase in apoptosis (2.6-fold in siRNA-1 and 3.9-fold in siRNA-3) relative to negative controls (Fig. 3D **upper panels**), and cell cycle analyses demonstrated decreased proportions of the S phase (∽ 57% reduction in siRNA-1 and ∽ 43% reduction in siRNA-3) in HOS cell lines (Fig. 3D **lower panels**). In all, our findings indicate that silencing SRSF1 appeared to hinder the proliferation, migration, and invasive capabilities of osteosarcoma cells and increase cell apoptosis in vitro.

**Fig. 3:**
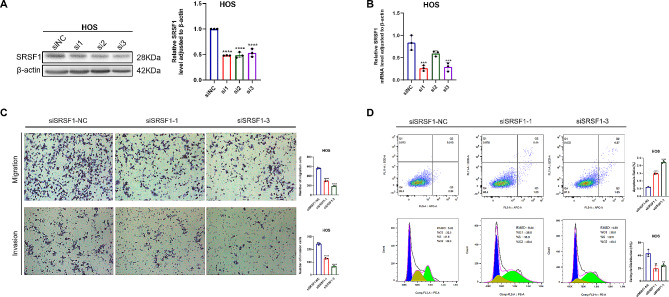
Depletion of SRSF1 inhibited osteosarcoma cell proliferation, migration, and invasion, and promoted apoptosis in vitro. (**A**) Western blotting measured the efficiency of downregulating SRSF1 in protein level in HOS. (**B**) qRT-PCR examined the effect of knockdown SRSF1 in the mRNA level in HOS. (**C**) Transwell assay investigated abilities of migration and invasion while SRSF1 was knockdown by two small interfering RNA in HOS cell lines. (**D**) Flow cytometry assessed the apoptotic cells (top panels) and each cell cycle phase (bottom panels) especially the S phase when downregulating SRSF1 in HOS cell lines. Each experiment was independently repeated three times. (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* < 0.001; (****) *P* < 0.0001. Full-length blots/gels of SRSF1 and β-actin in HOS cell lines are presented in Figure S4.The grouping of blots cropped from different parts of the same gel

### Summary of SRSF1-regulated gene expression in human U2OS osteosarcoma cell lines

To decipher the cancer-promoting mechanisms of SRSF1, we examined changes in gene expression in human U2OS cells under conditions with and without SRSF1 knockdown. 

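RNA from U2OS cells, a human osteosarcoma cell line, was sequenced in 12 libraries. The libraries formed 4 groups of 3 replicates: blank U2OS cells, cells transfected with the siRNA siSRSF1-2, cells transfected with the siRNA siSRSF1-3, and cells overexpressing the long non-coding RNA LINC01134, a condition the paper does not report on. The paper's methods give 50 nM of siRNA and harvest at 48 h for transient transfection, which they place in HOS cells, another osteosarcoma line, and the paper's text gives no separate dose or time for the U2OS libraries. No library of cells transfected with a control siRNA was among the samples, so each difference from the blank cells holds the effect of the transfection together with that of the siRNA. The authors deposited FPKM (fragments per kilobase of gene, scaled by library size) for 58735 genes, listed by Ensembl identifier and full name without symbols, together with gene lengths and coordinates. The paper's text does not name the genome build. Symbols were matched through full names, which gave a gene for 1452 of the 1473 symbols looked up.

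FPKM times gene length was a whole multiple of one step in each library for 100% of the values, so the number of reads on each gene was recovered. Between 26237763 and 32954539 reads per library fell on genes, with a median of 27959168 in the blank group, 27287959 in the siSRSF1-2 group and 28642184 in the siSRSF1-3 group. The FPKM carried a scaling by median-of-ratios factors over the 12 libraries. The library size implied by the FPKM was 0.712 times the library's own read total in siSRSF1-3 replicate 1, 0.888 times in replicate 2 and between 0.990 and 1.09 times in the other libraries. A gene with 0 reads in a library may hold up to 3 reads by counting error alone. Such floors cover counting error only.

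Groups were compared a pair at a time with limma on log2(FPKM + 0.1), over the 17538 genes with a mean FPKM of at least 0.5 across the 12 libraries. A gene passed the threshold with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The tests, thresholds, gene lists and most alternative settings were chosen before the data were examined. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1. When each library was scaled to its own read total, an alternative chosen after the data were seen, the median log2 fold change of all genes tested moved from -0.01 to -0.26 in siSRSF1-3 against blank cells. When FPKM were rescaled to the same sum in every library, the median moved to -0.45.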

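SRSF1 (ENSG00000136450), on chromosome 17 from 58003360 to 58007346, was measured as the target of both siRNAs. Its FPKM was 25.4 ± 9.14 (SD, n = 3) in blank cells, 7.32 ± 0.202 (SD, n = 3) with siSRSF1-2 and 6.01 ± 2.39 (SD, n = 3) with siSRSF1-3. Single blank libraries gave FPKM of 35.9, 19.8 and 20.5, and single siSRSF1-3 libraries gave 3.33, 6.81 and 7.90. The log2 fold change against blank cells was -1.72 (standard error 0.232, adjusted p = 0.00500 from limma) with siSRSF1-2. With siSRSF1-3 it was -2.09 (standard error 0.385, adjusted p = 0.0518 from limma), which did not pass the threshold. Each siRNA library lay below every blank library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change between siSRSF1-3 and siSRSF1-2 was -0.37 (adjusted p = 0.388 from limma).

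**Figure D1:**
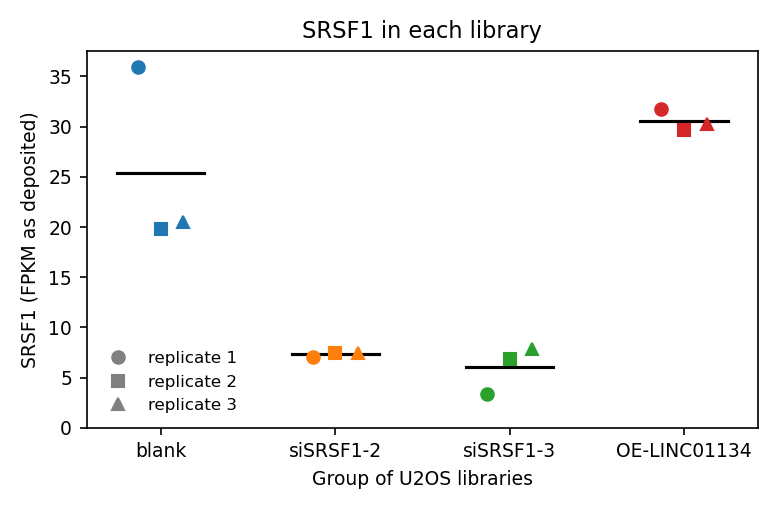
FPKM of SRSF1 in each library of the blank, siSRSF1-2, siSRSF1-3 and LINC01134-overexpressing groups, with the mean of the 3 libraries of each group. The siRNA libraries sit between 3.33 and 7.90 FPKM, below all blank libraries, which sit between 19.8 and 35.9 FPKM.

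With siSRSF1-3, 58 genes were higher and 163 lower than in blank cells past the threshold, of which 178 were protein coding. At an unadjusted p under 0.05 with the same fold change, 1327 were higher and 1269 lower. Without siSRSF1-3 replicate 3, the setting that raised the counts most, 2192 genes were higher and 1992 lower. Without blank replicate 2, without blank replicate 3 or without siSRSF1-3 replicate 2, 0 genes were higher and 0 lower, although 1123, 1128 and 807 were higher and 1017, 1038 and 931 lower at an unadjusted p under 0.05. Every call of a single gene with siSRSF1-3 named here and at the other results was thus lost in these settings. With every library scaled to its own read total, 11 genes were higher and 58 lower, so the share of higher genes went from 26.2% to 15.9%. With FPKM rescaled to the same sum, 1 gene was higher and 0 lower (514 and 2501 at an unadjusted p under 0.05). The FPKM of 6521 genes (37.2%) did not overlap between the groups, where chance gives 10% if all libraries are independent. Blank replicates 2 and 3 differed by little more than counting noise, so chance may give more.

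With siSRSF1-2, 389 genes were higher and 479 lower, and 495 of them were protein coding. The legend of Fig. 4H gives 3 experimental repeats and the supplementary methods 2 biological replicates per condition. The siSRSF1-2 libraries differed from each other by little more than counting noise, and if they were made from fewer than 3 cultures, these counts and the adjusted p with siSRSF1-2 rest on fewer. The share of higher genes was 44.8%, and 64.1% with FPKM rescaled to the same sum. Without single libraries, the number of higher genes ranged from 201 (without siSRSF1-2 replicate 3) to 532 (without blank replicate 1). The FPKM of 8689 genes (49.5%) did not overlap between these groups, against the same 10% by chance if all libraries are independent. If near-identical libraries share a culture, chance gives more than 10%, so the excess is not a measure of an effect. Of the genes past the threshold with siSRSF1-3, 113 also passed it with siSRSF1-2, 112 of them with the same sign. Both comparisons use the same blank libraries. Across the genes tested, which are not independent replicates, the log2 fold changes of the siRNAs had a correlation of 0.277. Simulated unchanged groups set against the same blank libraries gave a correlation between 0.00936 and 0.924 in 95% of 1000 draws.

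Among the genes past the threshold whose groups did not overlap, the largest fitted rise with siSRSF1-3 belonged to the non-coding gene ENSG00000258918, which rests on 1, 2 and 3 reads in the blank libraries, at or under the floor, and 21, 29 and 23 reads in the siSRSF1-3 libraries. The non-coding gene ENSG00000285722, on chromosome 22 from 49372924 to 49377119, went from 15.3 ± 0.762 FPKM (SD, n = 3) to 135 ± 40.2 FPKM (SD, n = 3), a log2 fold change of 3.09 (adjusted p = 0.0184 from limma). GOLT1A (ENSG00000174567) rose by a log2 fold change of 2.86 (adjusted p = 0.0481 from limma), the non-coding gene DIRC3 by 2.52 and PRSS8 by 2.49. Among the same genes, the largest fall of one well above the floor was that of CA12, from 3.98 ± 1.95 FPKM to 0.122 ± 0.0649 FPKM (SD, n = 3), a log2 fold change of -4.09 (standard error 0.497, adjusted p = 0.0376 from limma). Its log2 fold change with siSRSF1-2 was -3.61 (adjusted p = 0.00361 from limma). The other lower ones with the largest log2 fold changes were the short RNAs ENSG00000275373, ENSG00000273932 and ENSG00000252768 and the gene ENSG00000255965, which had 0 reads in every siSRSF1-3 library and at most 7 reads in any other.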

We conducted RNA-Seq, which revealed that 1701 genes were upregulated and 1317 genes were downregulated upon SRSF1 knockdown (Fig. 4A). 

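Supplementary Tables 1 and 2 list 100 genes each. Of the higher genes in Supplementary Table 1, 85 were matched to the files and 81 were tested, and all 81 were higher with siSRSF1-3 than in blank cells, 34 of them past the threshold. Their median log2 fold change was 1.91. Of the lower genes in Supplementary Table 2, 98 were matched and 81 tested, and all 81 were lower with siSRSF1-3, 68 of them past the threshold, with a median log2 fold change of -2.03. The study chose both lists on these libraries, so these counts are not independent evidence. With siSRSF1-2, 79 of the genes of Supplementary Table 1 were higher (33 past the threshold, median log2 fold change 0.96) and 81 of those of Supplementary Table 2 were lower (62 past the threshold, median -1.39). Unchanged groups simulated against the same blank libraries gave the listed sign to between 50.6% and 100% of these genes. Against the LINC01134-overexpressing libraries in place of the blank ones, 63 of the 81 genes of Supplementary Table 1 were higher with siSRSF1-2 and 48 of the 81 genes of Supplementary Table 2 were lower. The median of the Supplementary Table 1 genes against the blank mean was 2.35, 1.93 and 1.37 in siSRSF1-3 replicates 1 to 3. For Supplementary Table 2 it was -2.14, -2.09 and -1.84. Leaving out single libraries moved the number past the threshold with siSRSF1-3 from 0 to 81 in each list, with 81 of each without siSRSF1-3 replicate 3.

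Among the first 5 genes of Supplementary Table 1, KCNIP4 had a log2 fold change of 2.36 (standard error 0.253, adjusted p = 0.0351 from limma) with siSRSF1-3 and 1.40 with siSRSF1-2. ANGPT2 had 2.28 (standard error 0.263) with siSRSF1-3 and 3.32 with siSRSF1-2, and WDR66 had 1.79 and 1.08. LINC01310 was not tested, as its mean FPKM was 0.369, and AC207130.1 was not matched. The first 5 genes of Supplementary Table 2 are CA12, ESM1, PLAT, CCND1 and NKILA. PLAT fell by 2.94 on the log2 scale (standard error 0.246) and ESM1 by a log2 fold change of -2.82. CCND1 went from 33.3 ± 6.17 FPKM (SD, n = 3) in blank cells to 5.93 ± 0.717 FPKM (SD, n = 3) with siSRSF1-3, a log2 fold change of -2.46 (standard error 0.199, adjusted p = 0.0184 from limma). The non-coding gene NKILA had a log2 fold change of -2.30. With siSRSF1-2 the log2 fold changes of PLAT, ESM1, CCND1 and NKILA were -2.28, -1.47, -1.55 and -1.85, each past the threshold.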

TOP 100 upregulated and downregulated genes were respectively displayed in Supplementary Table S1-S2. 

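Genes were also compared in lists written by hand from gene function, and the gene sets of the paper's own enrichment analyses were not used here. Each of 19 lists was tested against all other genes with limma's camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists. The list of cytosolic ribosomal proteins had 79 genes tested, and their median log2 fold change with siSRSF1-3 was 1.10 (camera adjusted p = 1.18e-11), with 77 higher and 2 lower. Singly, 0 passed the threshold and 0 when adjusted over the list alone, while 25 were higher and 0 lower at an unadjusted p under 0.05 with the same fold change. Members of this family share sequence with many pseudogenes, and the paper's text does not say how such reads were assigned. The median against the blank mean was 1.95 in replicate 1, 1.21 in replicate 2 and 0.16 in replicate 3. The list's median was 0.69 without siSRSF1-3 replicate 1 and 1.57 without replicate 3, the setting that moved it most. With each library scaled to its own read total it was 0.84. With siSRSF1-2 the median of the list was -0.19 (camera adjusted p = 6.81e-10), with 7 genes higher and 72 lower and medians of -0.17, -0.21 and -0.18 in the single libraries. Compared directly, siSRSF1-3 was higher than siSRSF1-2 by a median of 1.29 (camera adjusted p = 4.47e-12; 0.450 with an estimated correlation and 0.0715 under fry).

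In all, 15 lists passed the threshold with siSRSF1-3. When the 6 libraries were split into the other 9 pairs of groups of 3, each of which mixes siSRSF1-3 and blank libraries, between 4 and 11 lists passed. With an estimated correlation between genes 0 of the 15 held. Under fry, a rotation test, the calls for cytosolic ribosomal proteins, mitochondrial ribosomal proteins, oxidative phosphorylation subunits and cell cycle genes did not hold and the others did, and Notch signaling passed in addition. The adjusted p of the ribosomal list was 0.419 with an estimated correlation and 0.137 under fry. With siSRSF1-2, 6 lists passed the threshold, and the extracellular matrix list was the one that held with an estimated correlation.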

The GO bar charts indicate the most discernible change in the protein targeting processes, the location of the cytosolic ribosome, and the function of a structural constituent of the ribosome (Fig. 4B). Regions such as the extracellular matrix (ECM) and the proteinaceous extracellular matrix appear to exhibit diminished presence (Fig. 4C). 

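The list of extracellular matrix genes held 134 symbols, of which 91 were tested and 6 stand in Supplementary Tables 1 and 2. Their median log2 fold change was -0.58 with siSRSF1-3 (camera adjusted p = 3.94e-11; 0.122 with an estimated correlation and 0.00409 under fry), with 18 higher and 73 lower. Past the threshold, 0 were higher and 11 lower, and 0 and 31 when adjusted over the list alone. The median in the single siSRSF1-3 libraries was -0.72, -0.66 and -0.54, and the leave-one-out medians lay between -0.64 and -0.57. With siSRSF1-2 the median was -0.52 (camera adjusted p = 1.25e-08), also with 18 higher and 73 lower, of which 2 were higher and 17 lower past the threshold. The list was also lower than the blank mean in the LINC01134-overexpressing libraries, by medians of -0.72, -0.13 and -0.71 in replicates 1 to 3, where SRSF1 was between 29.6 and 31.8 FPKM. With libraries scaled to their own read totals, which lowered all genes in this comparison, the siSRSF1-3 median was -0.84.

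IGFBP5 went from 13.4 ± 1.69 FPKM (SD, n = 3) in blank cells to 3.70 ± 0.455 FPKM (SD, n = 3) with siSRSF1-3, a log2 fold change of -1.83 (standard error 0.185, adjusted p = 0.0316 from limma). The log2 fold changes of TGFBI, TIMP3, SMOC1 and COL11A1 were -2.77, -1.69, -1.91 and -2.19, with adjusted p between 0.0356 and 0.0453.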

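No single cytosolic ribosomal protein gene passed the threshold with siSRSF1-3. RPL28, the member with the smallest adjusted p, went from 69.6 ± 0.877 FPKM (SD, n = 3) in blank cells to 258 ± 167 FPKM (SD, n = 3), a log2 fold change of 1.64 (standard error 0.509, adjusted p = 0.109 from limma), and had a mean of 76.4 FPKM with siSRSF1-2. RPL13 went from a mean of 217 FPKM to 816 FPKM (log2 fold change 1.61). The log2 fold changes of RPL18 and RPS28 were 1.46 and 1.47. Without siSRSF1-3 replicate 1, those of RPL13, RPL18 and RPS28 were 1.05, 0.99 and 0.96. Without siSRSF1-3 replicate 3 these genes passed the threshold. RPL28 then had a log2 fold change of 2.22 (adjusted p = 0.0112 from limma, where the alternative settings ranged from 0.0112 to 0.313).

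Mitochondrial ribosomal proteins, a list of 76 genes tested, had a median log2 fold change of 0.58 with siSRSF1-3 (camera adjusted p = 5.60e-06), with 66 higher and 10 lower. Singly, 0 passed the threshold, and 0 when adjusted over the list alone, against 9 higher and 0 lower at an unadjusted p under 0.05. Their median was 0.32 when libraries were scaled to their own read totals, the same direction. In the single siSRSF1-3 libraries the median was 1.01, 0.70 and 0.04, and it was 0.37 without replicate 1 and 0.86 without replicate 3. With siSRSF1-2 it was -0.18 (camera adjusted p = 7.23e-06), and -0.11 without blank replicate 1. Between the siRNAs the median was 0.82 (camera adjusted p = 1.42e-09; 0.0624 under fry).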

The structural components of the ribosomes have demonstrated enhanced functionality (Fig. 4D). Correspondingly, the KEGG bubble charts suggest that SRSF1 may influence multiple signaling pathways including PI3K − Akt, Rap1, Wnt, and focal adhesion (Fig. 4E). 

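The focal adhesion list had 116 genes tested out of 145, 5 of them in Supplementary Tables 1 and 2. Its median log2 fold change with siSRSF1-3 was -0.44 (camera adjusted p = 3.78e-07), with 26 higher and 90 lower. Past the threshold 5 were lower and 0 higher, and adjusted over the list alone 24 were lower and 3 higher. In the single libraries the median was -0.71, -0.56 and -0.20. With siSRSF1-2 the median was -0.09 (camera adjusted p = 0.161), and between the siRNAs it was -0.36 (camera adjusted p = 0.000687; 0.0491 under fry). ITGA2, with the smallest adjusted p of the list, went from a mean of 17.4 FPKM to 2.31 FPKM, a log2 fold change of -2.97 (standard error 0.343, adjusted p = 0.0356 from limma). PDGFB, COL6A1 and VAV2 had log2 fold changes of -3.07, -1.23 and -1.24 and passed the threshold.

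The PI3K-Akt signaling list had 206 genes tested out of 277. Its median was -0.23 with siSRSF1-3 (camera adjusted p = 0.00459), with 74 higher and 132 lower, of which 3 were higher and 5 lower past the threshold, and 5 and 24 when adjusted over the list alone. Among its members, FGF21 was higher (log2 fold change 1.82) and GYS1 lower (-1.12). For Rap1 signaling, with 132 of 169 genes tested, the median was -0.27 (camera adjusted p = 0.000772), with 38 higher and 94 lower. Past the threshold 3 were higher and 5 lower, and 5 and 20 when adjusted over the list alone. LPAR5 (-1.63) was among those lower. The medians of PI3K-Akt and Rap1 signaling with siSRSF1-2 were -0.10 (camera adjusted p = 0.161) and -0.11 (camera adjusted p = 0.0860). Between the siRNAs they were -0.22 (camera adjusted p = 0.0918) and -0.26 (camera adjusted p = 0.0496). The PI3K-Akt median was -0.14 without siSRSF1-3 replicate 1, and the Rap1 median was -0.41 without replicate 3. Scaled to their own read totals, the siSRSF1-3 libraries gave medians of -0.69 for focal adhesion, -0.48 for PI3K-Akt and -0.51 for Rap1, with all genes lowered by the scaling.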

Notably, the activating of pathways signaling along with microRNA gene expression in cancers tend to decrease (Fig. 4F). Additionally, potential involvement in certain metabolic conditions such as non − alcoholic fatty liver disease and oxidative phosphorylation were increased (Fig. 4G). 

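The list of oxidative phosphorylation subunits had 77 genes tested. Their median log2 fold change with siSRSF1-3 was 0.84 (camera adjusted p = 8.95e-08; 0.419 with an estimated correlation and 0.153 under fry), with 70 higher and 7 lower, and 0.58 when libraries were scaled to their own read totals. Singly, 0 passed the threshold and 0 when adjusted over the list alone, against 10 higher and 0 lower at an unadjusted p under 0.05. The median was 1.44, 0.99 and 0.03 in siSRSF1-3 replicates 1 to 3, and it was 1.16 without replicate 3 and 0.50 without replicate 1. With siSRSF1-2 the list had a median of -0.32 (camera adjusted p = 7.58e-11), with 9 higher and 68 lower. The direct comparison of siSRSF1-3 with siSRSF1-2 gave a median of 1.17 (camera adjusted p = 1.02e-10; 0.0707 under fry). NDUFS4 went from a mean of 45.3 FPKM in blank cells to 107 FPKM with siSRSF1-3, a log2 fold change of 1.18 (adjusted p = 0.0856 from limma). NDUFS7, NDUFC1, NDUFA6 and NDUFA12 had log2 fold changes of 1.03, 0.96, 1.07 and 0.69, with adjusted p between 0.0934 and 0.119. With siSRSF1-3 replicate 3 left out, NDUFS4, NDUFS7, NDUFC1 and NDUFA6 passed the threshold, at 1.48, 1.34, 1.30 and 1.42.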

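In the heat map of Fig. 4H, 50 gene names were legible, of which 47 were matched to the files and 46 tested. With siSRSF1-3, 41 of them were higher and 5 lower than in blank cells, with a median log2 fold change of 1.05. DIRC3 was the 1 gene past the threshold, and 17 were higher and 1 lower at an unadjusted p under 0.05 with the same fold change. With siSRSF1-2, 32 were higher and 14 lower, with a median of 0.39. Past the threshold were 6 genes: DIRC3, CD300LB, CPNE7, TM4SF19, AGXT and ZNF554. The sign was the same with both siRNAs for 37 genes, and 38 had the larger absolute log2 fold change with siSRSF1-3, a difference that was not tested gene by gene. The median against the blank mean was 1.35 in siSRSF1-3 replicate 1, 1.10 in replicate 2 and 0.54 in replicate 3, and 28 of the genes were highest in replicate 1. Without siSRSF1-3 replicate 3, 15 of the genes passed the threshold with siSRSF1-3. With siSRSF1-2, 20 were higher without blank replicate 1, and 1 passed the threshold without siSRSF1-2 replicate 1, 2 or 3. The numbers of higher genes were the same with median-of-ratios factors, and these counts were not run under other scalings.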

In summary, extensive alterations in gene expression modulated by SRSF1 were observed across various RNAi segments, as evidenced by heat map analysis of a curated subset of 51 genes (Fig. 4H). Collectively, our findings imply that SRSF1 is pivotal in driving the expression of genes associated with tumorigenesis throughout the transcriptome to sustain a regulatory state.

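The largest list medians with siSRSF1-3 were those of ribosomal proteins and oxidative phosphorylation subunits on the higher side and of cholesterol biosynthesis genes and the extracellular matrix on the lower side. From the changes in gene expression under the siRNAs, the paper proposes that SRSF1 drives the expression of genes linked to tumor formation across the transcriptome.

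**Figure D2:**
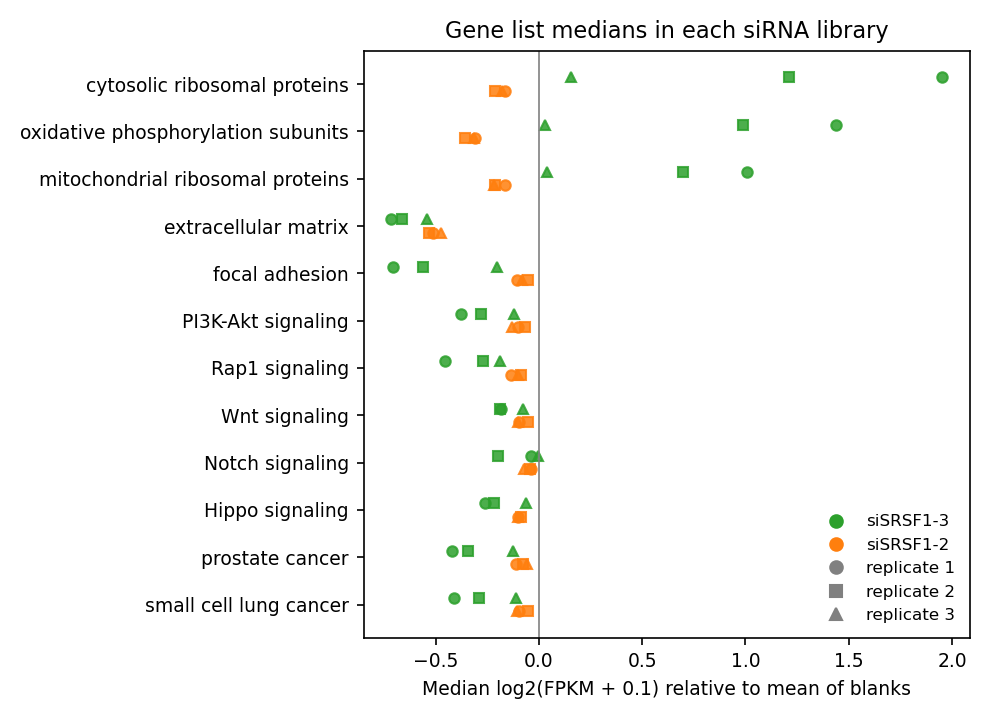
Median of log2(FPKM + 0.1) relative to the mean of the blank libraries, with a point per library of the siSRSF1-2 and siSRSF1-3 groups. Drawn are the lists of ribosomal proteins, oxidative phosphorylation subunits, extracellular matrix, focal adhesion, the signaling lists, prostate cancer and small cell lung cancer. Cholesterol biosynthesis genes and p53 targets are among the lists that are not drawn. Cholesterol biosynthesis genes had medians of -0.79, -0.60 and -0.65 in the siSRSF1-3 libraries and between -0.48 and -0.40 in the siSRSF1-2 libraries. Their medians in the LINC01134-overexpressing libraries, also not drawn, were -0.74, -0.37 and -0.79. Of the lists with a siSRSF1-3 median above 0, p53 targets fall below 0 (from 0.06 to -0.19) when libraries are scaled to their own read totals, which lowers all genes, and the others stay above 0.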

**Fig. 4:**
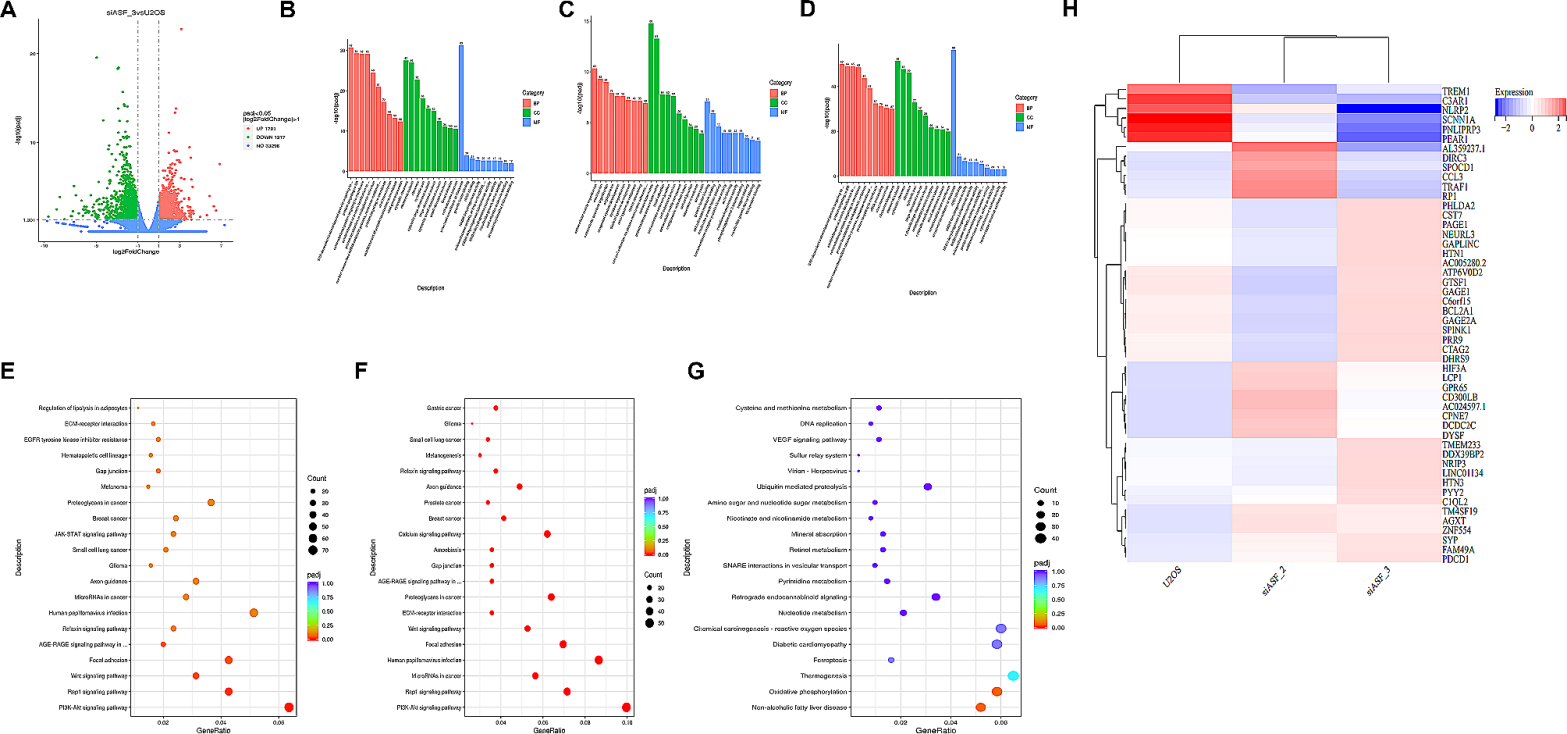
Summary of SRSF1-regulated gene expression in human U2OS osteosarcoma cell lines. (**A**) The volcano plot showed the up-regulated and down-regulated genes when SRSF1 was knockdown in U2OS compared with U2OS blank cells. (**B**) GO analyses investigated all genes’ biological functions in BP, CC, and MF layers in U2OS cell lines when SRSF1 knockdown. (**C**) Down-regulated genes’ biological data were clarified in BP, CC, and MF layers to display their biological functions in U2OS cell lines when SRSF1 knockdown. **(D**) GO analyses exhibited a biological functional field of up-regulated genes in BP, CC, and MF layers in U2OS cell lines with SRSF1 downregulated. (**E**) Bubble charts displayed the whole biological pathway changes in KEGG analyses in SRSF1-knockdown U2OS cells. (**F**) Metabolic pathways of down-regulated genes in SRSF1-knockdown U2OS cells were illustrated by KEGG analysis. (**G**) KEGG analysis provided information on the up-regulated genes’ expression within biological pathways in SRSF1-knockdown U2OS cells. (**H**) Clustered heat maps for 51 events regulated by SRSF1-targeted genes when knockdown SRSF1 in two sections in U2OS compared with U2OS blank cells in three experimental repeats

### Gene Set Enrichment Analysis (GSEA) analyzed and interpreted coordinate pathway-level changes in transcriptomics experiments

By examining a range of biological conditions, genes exhibiting consistent patterns of up- or down-regulation were identified. Figure 5 illustrates the correlation between several genes and the PI3K-AKT interrelated pathways, including Wnt (Fig. 5A and B), NOTCH (Fig. 5C), HIPPO (Fig. 5D), and the PI3K-AKT pathway (Fig. 5E). 

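For the Wnt signaling list, with 112 of 157 genes tested, the median log2 fold change with siSRSF1-3 was -0.12 (camera adjusted p = 0.0285), with 52 higher and 60 lower. Past the threshold 0 were higher and 3 lower, and 1 and 14 when adjusted over the list alone. The camera call was lost without siSRSF1-3 replicate 3 (median -0.15, adjusted p = 0.0584), and the median was -0.06 without replicate 1. The adjusted p was 0.0524 with the trend on gene length removed, 0.0574 without the genes of Supplementary Tables 1 and 2, 0.00644 under fry and 0.261 with an estimated correlation. The medians of the single siSRSF1-3 libraries were -0.19, -0.19 and -0.08. SFRP1 (log2 fold change -1.74) and SMAD3 (-1.60) passed the threshold, and WNT5A (-1.53, adjusted p = 0.0512 from limma) and CELSR2 (-1.89, adjusted p = 0.0514 from limma) did not.

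The Notch signaling list, with 50 of 58 genes tested, had a median of -0.20 (camera adjusted p = 0.155; 0.00827 under fry), with 21 higher and 29 lower, so it did not pass the threshold. Past the threshold singly, 1 was higher and 4 lower, and 3 and 6 when adjusted over the list alone. NOTCH3 had a log2 fold change of -2.10, JAG1 of -2.27, MAML2 of -2.04 and DTX4 of -1.43, and DTX3 rose by 1.36. Of the genes of this list, 5 stand in Supplementary Tables 1 and 2. The Hippo signaling list, with 121 of 146 genes tested, had a median of -0.20 (camera adjusted p = 0.0139), with 43 higher and 78 lower. Past the threshold 3 were lower, and 8 when adjusted over the list alone. WWTR1 was lower with a log2 fold change of -1.18, while GLI2 (-2.40, adjusted p = 0.0501 from limma) did not pass. Without siSRSF1-3 replicate 1 the medians of Notch and Hippo signaling were -0.13 and -0.12.

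Without its 34 integrin and extracellular matrix genes, the PI3K-Akt signaling list had a median of -0.15 with siSRSF1-3 and no longer passed the threshold (camera adjusted p = 0.0885). With siSRSF1-2 the medians of Wnt, Notch and Hippo signaling were -0.09, -0.05 and -0.09, with camera adjusted p between 0.161 and 0.680. Those of Wnt and Hippo signaling were -0.044 without blank replicate 2 and -0.054 without blank replicate 1. Between the siRNAs they were -0.07, -0.08 and -0.15, none past the threshold (camera adjusted p between 0.214 and 0.366). Scaled to their own read totals, the siSRSF1-3 libraries gave medians of -0.38, -0.45 and -0.46, with all genes lowered by the scaling.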

We noticed that SRSF1 not only enhanced tumorigenesis and the growth of other tumors but is also implicated in drug resistance and metastasis-related signaling pathways (Fig. 5F and G). 

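Fig. 5F shows resistance to EGFR tyrosine kinase inhibitors. Of the 78 genes of the list written for it, 62 were tested. Their median log2 fold change was -0.22 with siSRSF1-3 (camera adjusted p = 0.179), with 22 higher and 40 lower, and the list did not pass the threshold. Past the threshold singly, 1 was higher and 1 lower, and 4 and 5 when adjusted over the list alone. FGF2 rose by a log2 fold change of 1.07 (adjusted p = 0.0462 from limma). PRKCA and IGF1R had log2 fold changes of -1.10 and -1.15, with adjusted p of 0.0541 and 0.0610 from limma, and PDGFRB (adjusted p = 0.0515 from limma) did not pass either. The median was -0.43 and -0.24 in siSRSF1-3 replicates 1 and 2 and 0.05 in replicate 3. It was -0.07 without replicate 1 and -0.33 without replicate 3, and 0.05 with the trend on gene length removed. With siSRSF1-2 the median was 0.04 (camera adjusted p = 0.391), and it lay between 0.01 and 0.07 without single libraries. Between the siRNAs the median was -0.28 (camera adjusted p = 0.0302; 0.0598 under fry). Scaled to their own read totals, the siSRSF1-3 libraries gave a median of -0.47 against blank cells, with all genes lowered by the scaling.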

Concurrently, SRSF1 was relevant to prostate cancer and small cell lung cancer, which indicated its functions in promoting the progression of cancer (Fig. 5H and I). 

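The prostate cancer list had 82 of 94 genes tested and a median log2 fold change of -0.30 with siSRSF1-3 (camera adjusted p = 0.00165), with 25 higher and 57 lower. Past the threshold 0 were higher and 4 lower, and 0 and 6 when adjusted over the list alone. The median was -0.16 without siSRSF1-3 replicate 1 and -0.39 without replicate 3. The list for small cell lung cancer had 79 of 90 genes tested and a median of -0.22 (camera adjusted p = 0.00516), with 27 higher and 52 lower. Past the threshold 0 were higher and 3 lower, and 2 and 10 when adjusted over the list alone. PLAU had a log2 fold change of -2.29 (adjusted p = 0.0184 from limma) and CDKN2B of -1.88, while FN1 (-2.01) and COL4A1 (-2.01) had adjusted p of 0.0505 and 0.0509 and did not pass. Of each list, 4 genes stand in Supplementary Tables 1 and 2. With the trend on gene length removed, the prostate cancer median went to -0.11 and that of small cell lung cancer to -0.06. Both lists stayed past the threshold (camera adjusted p = 0.00259 and 0.0143). With siSRSF1-2 the medians of the prostate cancer and small cell lung cancer lists were -0.09 and -0.11 (camera adjusted p = 0.161 and 0.192), and -0.055 without blank replicate 1 and -0.052 without blank replicate 2. Between the siRNAs they were -0.21 (camera adjusted p = 0.0880) and -0.32 (camera adjusted p = 0.0295). Without siSRSF1-3 replicate 3 the median for small cell lung cancer was -0.33. Scaled to their own read totals, the siSRSF1-3 libraries gave medians of -0.55 and -0.47, with all genes lowered by the scaling.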

In summary, SRSF1 was relevant to cancer-related signaling pathways and associated with cancer progression.

**Fig. 5:**
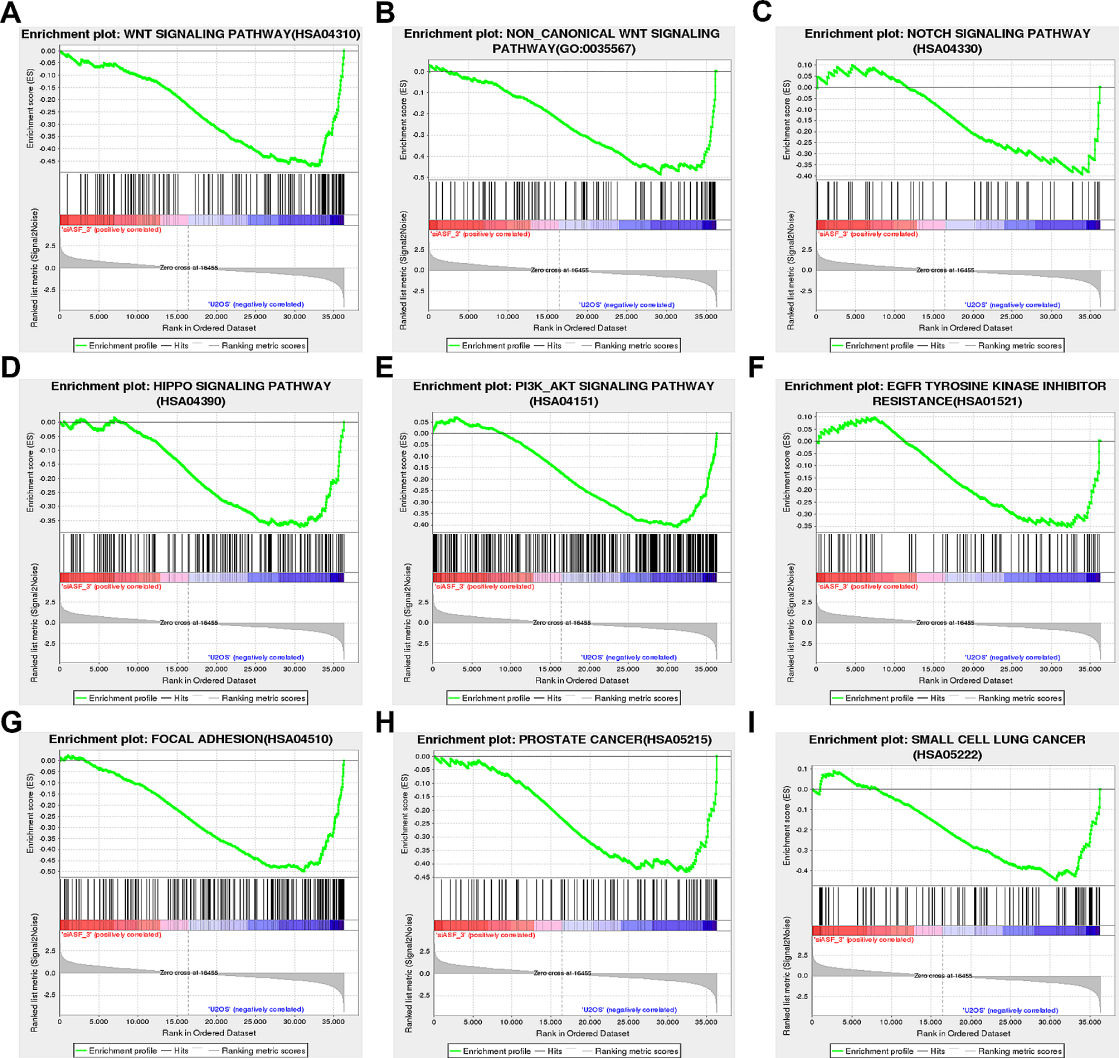
Gene Set Enrichment Analysis (GSEA) analyzed and interpreted coordinate pathway-level changes in transcriptomics experiments. GSEA employs a competitive hypothesis to test the significance of SRSF1 biological function and potential tumorigenesis in human U2OS osteosarcoma cell lines. (**A, B**) Depicts the results of the GSEA for the Wnt signaling pathway. (**C**) Depicts the results of the GSEA for the NOTCH signaling pathway. (**D**) Depicts the results of the GSEA for the HIPPO signaling pathway. (**E**) Depicts the results of the GSEA for the PI3K-AKT signaling pathway. (**F**) Depicts the results of the GSEA for the EGFR tyrosine kinase inhibitor resistance signaling. (**G**) Depicts the results of the GSEA for the Focal adhesion signaling pathway. (**H**) Depicts the results of the GSEA for the prostate cancer enrichment. (**I**) Depicts the results of the GSEA for the small cell lung cancer enrichment

### SRSF1 regulated AS events in human U2OS osteosarcoma cell lines

The process of alternative splicing (AS) partially depends on intrinsic gene sequences and trans-acting proteins called splicing factors that recognize and bind specific target sequences in exons or introns [22]. Its regulations apply to different modes of AS (Fig. 6A). During this study, we analyzed the frequency of AS events post SRSF1 knockdown and found that Skipped Exon (SE) events were most common, constituting approximately 60% of all events, followed by Mutually exclusive Exons (MXE) with 14% of all events (Fig. 6B). The top fifty incidents of SE and MXE are respectively displayed in Supplementary Table S3-S4. The GO and KEGG analyses (Fig. 6C and D) reveal that genes exhibiting exon skipping due to SRSF1 could have associations with mRNA surveillance, RNA degradation, and maintenance of the intracellular structure. Additionally, genes undergoing mutually exclusive exons due to SRSF1 may show connections to mRNA surveillance and RNA transport (Fig. 6E and F). Specifically, the implicated genes, such as RNMT, FIP1L1, and FANCI, have been substantiated to play a role in carcinogenesis.

**Fig. 6:**
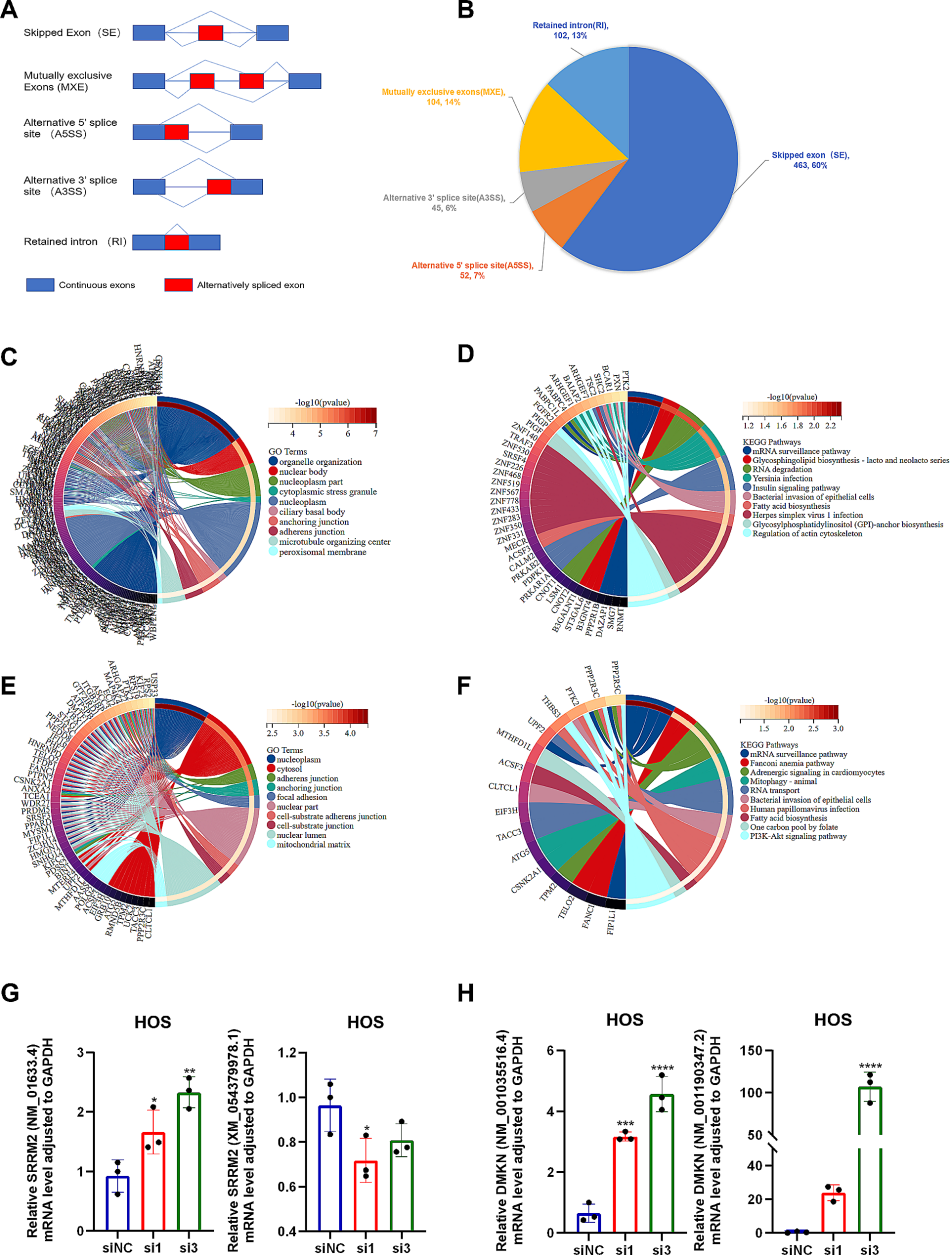
SRSF1 regulated AS events in human U2OS osteosarcoma cell lines. (**A**) The model of AS events displayed skipped Exon (SE), Mutually exclusive Exons (MXE), Alternative 5’ splice site (A5SS), Alternative 3’ splice site (A3SS), and Retained intron (RI). (**B**) Pie charts illustrated the proportion of AS events in SRSF1 RNA interference within U2OS cell lines. (**C**) The chord diagram depicted the GO functional annotations of molecules involved in SE events facilitated by SRSF1. (**D**) The chord diagram outlined the KEGG pathways of entities emerging from SE events influenced by SRSF1. (**E**) The chord diagram indicated the GO functional annotations of molecules implicated in MXE events modulated by SRSF1. (**F**) The chord diagram detailed the KEGG pathways associated with molecules derived from MXE events regulated by SRSF1. (**G-H**) qRT-PCR verifies and presents SRSF1 knockdown induced alternative splicing. Two of the predicted molecules SRRM2 and DMKN are shown. Each experiment was independently repeated three times. (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* < 0.001; (****) *P* < 0.0001

In further confirmation, we also observed the top three molecular alternative splicing changes, SRRM2, DMKN, and SCAT1 when downregulation of SRSF1 and found that it significantly results in alterations in two SRRM2 transcripts, two DMKN transcripts, and two SCAT1 transcripts (Fig. 6G and H, and Figure S2). Our study, therefore, discloses that SRSF1-induced AS primarily triggers SE and MXE events, thus generating a diverse range of spliceosomes tied to mRNA surveillance, RNA degradation, RNA transport, and intracellular structure.

## Discussion

In this study, we investigated the expression and functional role of SRSF1 in osteosarcoma (OS). Consistent with previous research on other types of tumors [23, 24], we found that SRSF1 expression was significantly elevated in OS tissues and cell lines. These findings suggest that SRSF1 may contribute to the development of OS.

To assess the phenotypic effects of SRSF1, we conducted a series of in vitro experiments using human OS cell lines. We observed that downregulation of SRSF1 resulted in decreased proliferation, migration, and invasion, as well as increased cell apoptosis. Conversely, overexpression of SRSF1 enhanced cell growth, migration, invasion, and anti-apoptosis. These findings indicate that SRSF1 plays a crucial role in promoting the progression of OS. In addition to SRSF1, other splicing factors have been investigated in relation to OS development. For instance, SFPQ has been shown to regulate alternative splicing (AS) of cell cycle-related genes, promoting OS progression [25]. SRSF3, another member of the SRSF family, has been found to enhance cell viability, migration, and invasion in OS cell lines [26]. On the other hand, RBM10 has been identified as a tumor suppressor in various types of tumors, including OS, inhibiting proliferation and promoting apoptosis [27]. As for SRSF1, it has been primarily studied for promoting tumor progression via alternatively splicing RNA as a splicing factor [12, 23] or for its role in binding to ncRNA to regulate the transcription of other molecules. In the present study, our findings demonstrate that SRSF1 exerts its oncogenic effects in OS through loss- and gain-of-function experiments, promoting proliferation, migration, invasion, and anti-apoptosis. These results align with previous research on the biological functions of SRSF1 in lung and breast cancer. It has been shown that SRSF1 is associated with developmental disorders in lung cancer [28], and influences patients’ radioresistance [29]. SRSF1 also exerts oncogenic roles in breast cancer partially by regulating apoptosis and cell proliferation [11, 30], and is correlated with tumor grade and poor prognosis [12]. In this study, we reported, for the first time, that SRSF1 functions as a potential oncogene in OS development. To further understand the mechanism of its carcinogenesis, we carried through transcriptome sequencing (RNA-seq).

RNA-seq is commonly employed to evaluate the differential expression of molecules in diseases, serving as a valuable tool for identifying AS [31]. In this study, we leveraged RNA-seq and identified 1701 upregulated genes and 1317 down-regulated genes in SRSF1-knockdown U2OS cell lines. Through Gene Ontology (GO) analyses, we observed potential associations between SRSF1 and the localization and function of the cytosolic ribosome, protein targeting processes, as well as the composition of the extracellular matrix (ECM) and proteinaceous extracellular matrix. These matrices have emerged as promising avenues for cancer diagnosis and therapeutic targets [32]. Previous investigations have explored their involvement in breast cancer progression and metastasis [33], association with the poor prognosis and resistance in non-small cell lung carcinoma [34], and facilitation of invasion in gastric cancer [35]. ECM has been implicated in OS development by promoting abnormal bone and vessel activity [36, 37]. This underscores the significance of SRSF1 in the progression of OS. Based on the KEGG bubble charts, it can be inferred that SRSF1 mainly participates in the PI3K-AKT signaling, Rap1 signaling, and Wnt signaling pathways, focal adhesion, and microRNAs in the development of OS. The Gene Set Enrichment Analysis (GSEA) aligns with the KEGG findings and reveals several other biological signaling pathways, such as PI3K-AKT-related pathways, Wnt, NOTCH, HIPPO, and other metastasis-related pathways, which are closely associated with SRSF1 levels. Intriguingly, the relationship between SRSF1 and some pathways has been verified in previous studies on various tumors. For instance, in hepatocellular carcinoma (HCC), SRSF1 can enhance KLF6 alternative splicing through the phosphoinositide 3-kinase (PI3K)/Akt signaling pathway, generating three splice variants that expedite tumor progression and metastasis [38]. Additionally, SRSF1 stimulates β-catenin accumulation by recruiting β-catenin mRNA and facilitating its translation in an mTOR-dependent manner, contributing to tumorigenesis [39]. Furthermore, SRSF1 activates alternative splicing of Numb, an inhibitor of the NOTCH signaling pathway, thereby augmenting NOTCH signaling and promoting tumor growth and progression [40]. Moreover, some pathways identified in our study have been validated as contributors to the malignant behavior of OS. For instance, the PI3K-AKT signaling pathway, induced by various genes, has been demonstrated to augment chemoresistance in OS [41] and expedite the progression of OS through mechanisms such as apoptosis suppression and promotion of cell proliferation, migration, and invasion [42]. The Wnt signaling pathway is also recognized for fostering OS malignancy [43], fibroblastic traits [44], distant metastases, and poor survival rates [45]. The HIPPO signaling pathway is also implicated in the initiation and advancement of OS by stimulating cell proliferation, migration, and invasion in osteosarcoma [46, 47]. Taken together, these findings suggest SRSF1 may contribute to the progression of OS via biological signaling pathways. Nonetheless, further investigations are required to elucidate the specific pathways through which SRSF1 exerts its effects.

In the context of SRSF1’s AS profile, we observed 766 AS events, with skipped exon (SE) events being dominant, constituting 60% of all events, consistent with previous research indicating SE events as the most prevalent during alternative splicing [48]. Mutually Exclusive Exons (MXE) events followed, comprising 14% of all events. Upon analysis via GO and KEGG, we inferred that SE-mediated genes through SRSF1 might be implicated in preserving mRNA stability, facilitating RNA degradation, with MXE molecules also seemingly engaged in mRNA stability and RNA transport. Past studies suggest that SRSF1 could activate MAPK signaling, partially due to the upregulation of interleukin 1 receptor type 1 (IL1R1) through alternative-splicing-regulated mRNA stability to trigger pancreatic ductal adenocarcinoma (PDAC) [23]. SRSF1 has been observed to promote nonsense-mediated mRNA decay (NMD) by recruiting UPF1, suggesting its regulatory role in gene expression and genetic diseases [49]. Additionally, assessments of Supplementary Tables 3 and Supplementary Table 4 reveal an array of molecules undergoing SE and MXE, some of which have been studied in the context of carcinogenesis in other tumor types. For example, RNMT (RNA guanine-7 methyltransferase) demonstrated an association with CDK1-cyclin B1 to sync mRNA G1 phase transcription and impact mRNA surveillance [50] and it has also been found to potentially correlate with immune cell infiltration in breast cancer (BC) [51]. FIP1L1, an MXE molecule managed by SRSF1, was reported as crucial in governing the glycolipid metabolism of GBM cells [52]. The skipping FIP1L1 (exon 13) modulated by CDYL2a was found to promote cell proliferation in breast cancer [53]. And FANCI, a DNA repair protein, was found to bind with an apoptotic effector, thereby regulating DNA repair and apoptosis [54]. PRP3 knockdown causes skipped exon 9 of FANCI and switches the FANCI splicing isoform from FANCI-12 to FANCI‐13 then resulting in delayed DNA damage repair and cell cycle G2/M arrest [55]. In this study, we confirmed that SRSF1 downregulation alters the abundance of transcripts of SRRM2, DMKN, and SCAT1, indicating a potential influence on their alternative splicing. In previous studies, changes of SRRM2 variants were reported to be closely related with Parkinson’s disease [56, 57]. Although the role of SRRM2 alternative splicing has yet been uncovered in cancers, its aberrant expression and germline mutation was found to contribute to thyroid cancer progression and recurrence [58, 59]. The DMKN gene, which harbors five splice variants (α, β, γ, δ, and ε), has been previously studied to suggest that suppressing DMKN-β/γ reduces the invasiveness and migratory capabilities of pancreatic cancer cells, potentially impacting the epithelial-mesenchymal transformation (EMT). Furthermore, DMKN-α, encoded by the variant 1 transcript (NM_001035516.4), has been identified as a potential pancreatic cancer oncogene [60, 61]. Variant 1 transcript of DMKN changes were also detected in SRSF1 knockdown cells. Besides, although alternative splicing of SCAT1 has yet been reported, its expression type has been found to be associated with cancer prognosis and immunotherapy response [62, 63]. These findings emphasize the importance of these targeted genes and/or their splice variants in tumorigenesis. Altogether, these observations propose the potential SRSF1-driven mechanism in controlling mRNA surveillance, degradation, and subsequent activation of downstream pathways to foster tumorigenesis in OS. Nevertheless, the specific biological roles of AS and its osteosarcoma-related isoforms remain to be defined. Collectively, our findings shine a light on the importance of AS events catalyzed by SRSF1 in safeguarding mRNA stability, directing degradation, and assuming essential functions in RNA transport in OS.

Despite the insightful findings, this study is not without limitations. First, an exploration into the clinical significance of SRSF1 was not conducted. Second, in vivo experiments, essential for validating the in vitro functions of SRSF1, were not executed. Finally, data obtained from transcriptome sequencing, encompassing the function of molecules and biological pathways, necessitates further validation.

## Conclusion

This investigation reveals a high expression of SRSF1 in both OS tissues and cell lines. Mechanistically, SRSF1 appears integral in the dysregulation of protein targeting processes, and the ECM, including the proteinaceous extracellular matrix, working collaterally with the PI3K-AKT, Wnt, and HIPPO pathways. Notably, AS events mediated by SRSF1, particularly SE and MXE events, and molecules such as RNMT, FIP1L1, and FANCI were identified, suggesting potential involvement in mRNA surveillance, RNA degradation, and RNA transport in the pathogenesis of OS. Collectively, our study highlights SRSF1 as a major influencer in OS progression, thereby presenting itself as a promising therapeutic target for the disease.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

## Data Availability

The datasets used and/or analysed during the current study available from the corresponding author on reasonable request. The datasets generated and/or analysed during the current study are available in the [Gene Expression Omnibus (GEO)] repository, [GSE243561].

# Supplementary material for: High expression of SRSF1 facilitates osteosarcoma progression and unveils its potential mechanisms
**Source:** BMC Cancer. 2024 May 12;24:580. doi: 10.1186/s12885-024-12346-y
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Table 1 Top 100 upregulated genes**

# Supplementary material for: High expression of SRSF1 facilitates osteosarcoma progression and unveils its potential mechanisms
**Source:** BMC Cancer. 2024 May 12;24:580. doi: 10.1186/s12885-024-12346-y
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Supplementary Table 2** **Top 100 downregulated genes**

# Supplementary material for: High expression of SRSF1 facilitates osteosarcoma progression and unveils its potential mechanisms
**Source:** BMC Cancer. 2024 May 12;24:580. doi: 10.1186/s12885-024-12346-y
**Supplement:** Supplementary file 3 — Supplementary Material 3

**Supplementary Table 3** **Top fifty incidents of SE**

# Supplementary material for: High expression of SRSF1 facilitates osteosarcoma progression and unveils its potential mechanisms
**Source:** BMC Cancer. 2024 May 12;24:580. doi: 10.1186/s12885-024-12346-y
**Supplement:** Supplementary file 4 — Supplementary Material 4

**Supplementary Table 4 Top fifty incidents of MXE**

# Supplementary material for: High expression of SRSF1 facilitates osteosarcoma progression and unveils its potential mechanisms
**Source:** BMC Cancer. 2024 May 12;24:580. doi: 10.1186/s12885-024-12346-y
**Supplement:** Supplementary file 5 — Supplementary Material 5

**Supplementary Methods**

**1. RNA-seq details**

**1.1 Sample collection and preparation**

RNA degradation and contamination was monitored on 1% agarose gels. RNA purity was checked using the NanoPhotometer and spectrophotometer (IMPLEN, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

**1.2 Library preparation**

A total amount of 1 µg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext UltraTM. RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer(5X). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3’ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 250~300 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 µl USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system.

**1.3 Clustering and sequencing**

The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Novaseq platform and 150 bp paired-end reads were generated.

**1.4 Data Analysis**

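The samples hold 3 libraries per condition, where the legend of Fig. 4H gives 3 experimental repeats and the supplementary methods 2 biological replicates, and the paper's text does not say which libraries a pair would be. All 3 were used. With 2 blank and 2 siSRSF1-3 libraries in each of the 9 possible choices, an alternative chosen after the data were seen, 8 choices gave 0 genes higher and 0 lower past the threshold, with between 434 and 2482 higher and between 690 and 2271 lower at an unadjusted p under 0.05. Blank replicates 2 and 3 against siSRSF1-3 replicates 1 and 2 gave 1979 higher and 1718 lower.

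Replicates of one group differed from each other by different amounts. Blank replicates 2 and 3, and the siSRSF1-2 replicates among themselves, had a chi-square over its degrees of freedom of at most 3.00, where counting noise alone gives about 1. The siSRSF1-3 replicates spread along the first principal component, which held 45.0% of the variance over the 12 libraries, at 151, 95.4 and -1.73. Across genes, the SD of the log2 difference of siSRSF1-3 replicate 3 was between 0.578 and 0.594 to the siSRSF1-2 libraries, and 1.30 and 0.930 to siSRSF1-3 replicates 1 and 2. Genes over 1 log2 unit from the blank mean numbered 6928, 4557 and 1896 in siSRSF1-3 replicates 1 to 3 and between 1694 and 1719 in the siSRSF1-2 replicates.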

Differential expression analysis of two conditions/groups (two biological replicates per condition) was performed using the DESeq2 R package (1.16.1).

Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package, in which gene length bias was corrected. 

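The files give a length for each gene. Across the genes tested, which are not independent replicates, Spearman's rho between length and log2 fold change was -0.146 with siSRSF1-3 and 0.0583 with siSRSF1-2. With a loess trend on log2 length removed from the siSRSF1-3 comparison, the median of cytosolic ribosomal proteins went to 1.01 and that of mitochondrial ribosomal proteins to 0.47. The median of oxidative phosphorylation subunits went to 0.68, that of the extracellular matrix to -0.55, and those of focal adhesion, PI3K-Akt and Rap1 to -0.24, -0.08 and -0.16. Each of these lists stayed past the threshold, with camera adjusted p of at most 0.0357.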

GO terms with corrected P value less than 0.05 were considered significantly enriched by differential expressed genes. KEGG is a database resource for understanding high-level functions and utilities of the biological system, such as the cell, the organism and the ecosystem, from molecular-level information, especially large-scale molecular datasets generated by genome sequencing and other high-through put experimental technologies (http://www.genome.jp/kegg/). We used clusterProfiler R package to test the statistical enrichment of differential expression genes in KEGG pathways.

**2. Alternative splicing analysis**

The software we use for variable shear analysis is rMATS 4.1.0 and the parameters used are the default parameters. The rMAT software can classify AS events into 5 types and can perform differential AS analysis of samples with biological replicates. Each alternative splicing event corresponds to two isoforms, namely Exon Inclusion Isoform and Exon Skipping Isoform, and the expression amount of the two Isoforms are counted and divided by their effective length to obtain the corrected expression amount, and then the Exon Inclusion is calculated the ratio of the total expression of Isoform to the two Isoforms, which is the IncLevel1 (treatment group) and IncLevel2 (control group) in the result file, and finally, the difference significance analysis was performed. Our threshold for screening differentially significant alternative splicing events is an FDR of less than 0.05.

**Supplementary Figures**

**
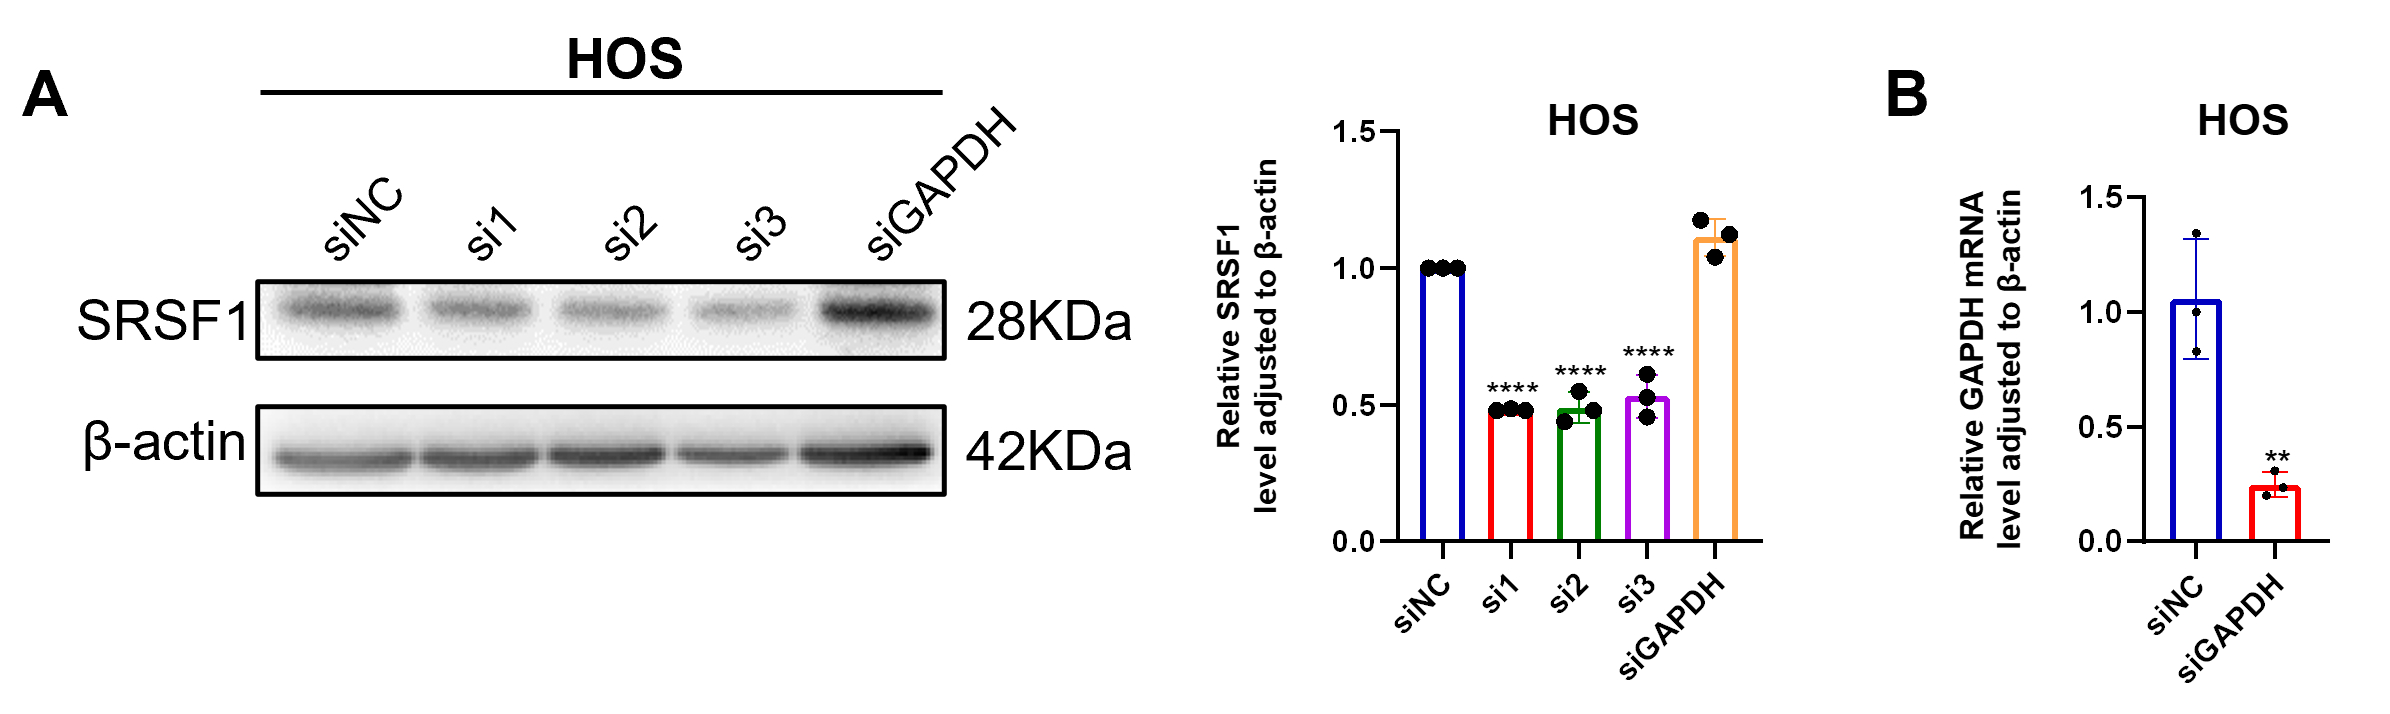
**

**Figure S1** (**A**) Western blot measured the efficiency of SRSF1 knockdown in HOS cells. (**B**) qRT-PCR measured the siRNA transfection efficiency in positive control. (*) P < 0.05; (**) P < 0.01;(***) P<0.001; (****) P<0.0001.

**
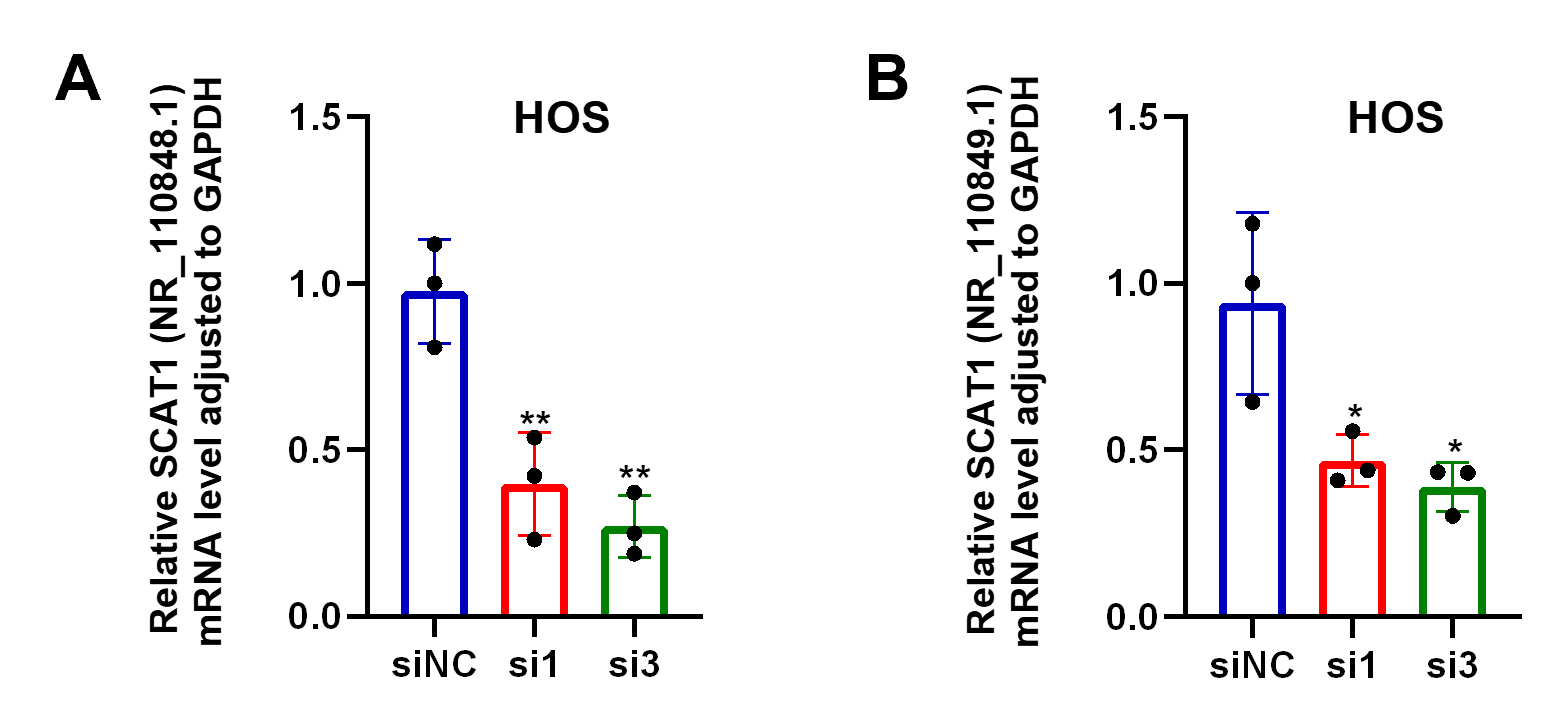
**

**Figure S2 (A, B)** qRT-PCR verifies and presents SRSF1 knockdown induced alternative splicing. Changes of two transcripts of SCAT1 are shown.

# Supplementary material for: High expression of SRSF1 facilitates osteosarcoma progression and unveils its potential mechanisms
**Source:** BMC Cancer. 2024 May 12;24:580. doi: 10.1186/s12885-024-12346-y
**Supplement:** Supplementary file 6 — Supplementary Material 6

**WB results:**

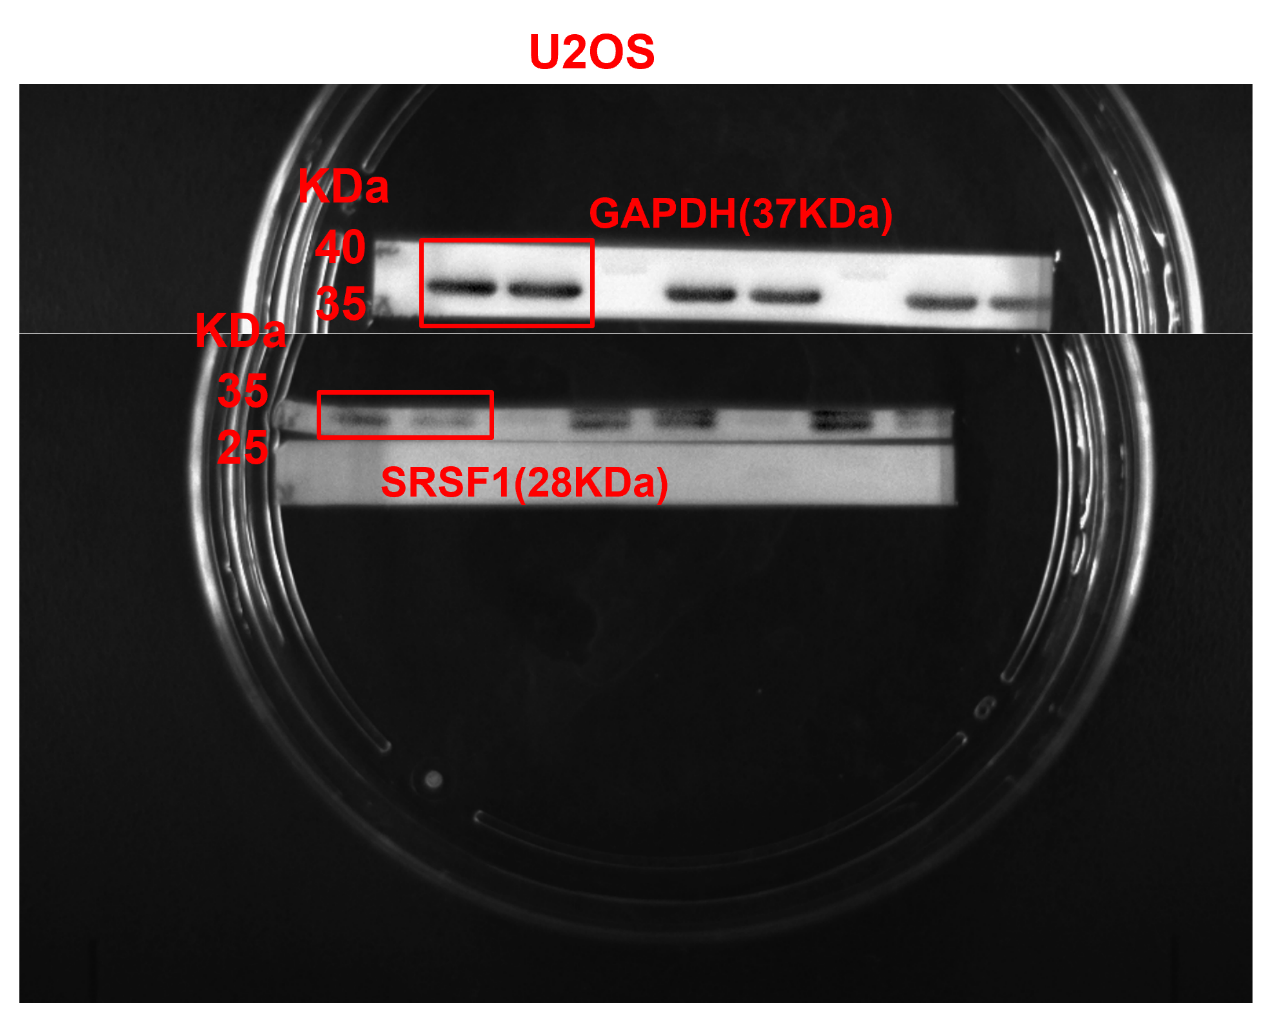

**Figure S3 This is the original exposure image of Figure 2B.** The upper panel is the GAPDH and the lower panel is the SRSF1, which are from the same gel. Displays the full-length gels of GAPDH protein and SRSF1 protein bands in SRSF1 and Vector. We used the protein marker from ThermoFisher (cat:26616). We used the ECL chemiluminescence imaging method and exposure at the same time and under the same environment, but the development strength was slightly different. Cropped 2 grouping blots are displayed in Figure 2B, which shows in order of ‘SRSF1, Vector’.

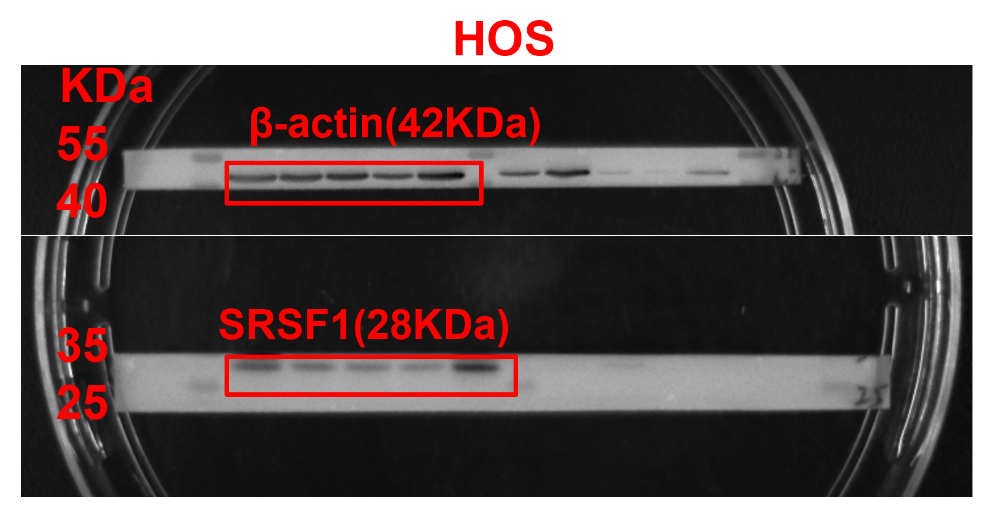

**Figure S4 This is the original exposure image of Figure 3A and Figure S1A.** The upper panel is the β-actin and the lower panel is the SRSF1, which are from the same gel. Displays the full-length gels of β-actin and SRSF1 protein bands in siNC, si1, si2, si3, and siGAPDH. We used the protein marker from ThermoFisher (cat:26616). We used the ECL chemiluminescence imaging method and exposure at the same time and under the same environment, but the development strength was slightly different. Cropped 4 grouping blots are displayed in Figure 3A, which shows in order of ‘siNC, si1, si2, and si3’. Cropped 5 grouping blots are displayed in Figure S1A, which shows in order of ‘siNC, si1, si2, si3, and siGAPDH’.

~~
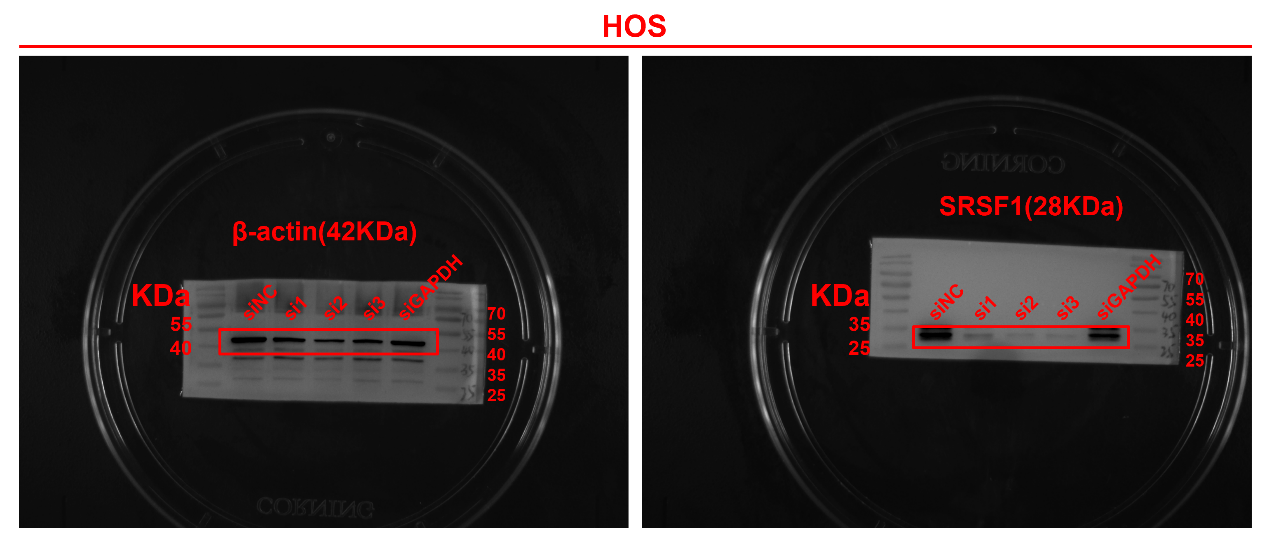
~~

**Fig S5. This is one fuller-length, original, unprocessed blot performed with samples in order of ‘siNC, si1, si2, si3, and siGAPDH’ for β-actin (left panel) and SRSF1 (right panel) in HOS cell lines.** We showed the β-actin which was the internal reference gene in order of ‘siNC, si1, si2, si3, and siGAPDH’ in left panel and the SRSF1 RNAi effect in order of ‘siNC, si1, si2, si3, and siGAPDH’ in right panel when we used western blot to measure the efficiency of SRSF1 knockdown in HOS cells.

How the deposited data were processed for this re-analysis (not part of the article)

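Gene expression was analysed in 12 RNA-Seq libraries of U2OS cells, with 3 replicates each of blank cells, cells transfected with siSRSF1-2, cells transfected with siSRSF1-3 and cells overexpressing LINC01134. The sample labels give the organism as mouse, but the genes are listed by human Ensembl identifiers and the paper describes a human line, so the samples were treated as human. According to the supplementary methods, the authors selected mRNA with poly-T beads, sequenced 150 bp paired-end reads and compared groups with DESeq2. The sample labels name another library kit (SMARTer) than the supplementary methods (NEBNext), so the selection of mRNA may have differed from this description. The paper's methods place transient transfection in HOS cells, while the labels and the results give U2OS for these libraries. The paper's text does not name the aligner, the counting program or the genome build.

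The authors deposited FPKM for each gene and library, together with a gene length in bases and the coordinates of each gene. FPKM times gene length was a whole multiple of one step in each library, with a largest deviation of 0.000153 from a whole read, which gave the reads per gene. The implied library sizes showed that the deposited FPKM already carry median-of-ratios size factors over all 12 libraries. The number of reads on genes ranged from 26237763 to 32954539 per library, with a median of 27538710. Reads of paralogs and pseudogenes may be shared between genes, which the files do not show.

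Each comparison used the 3 + 3 libraries of its groups: siSRSF1-3 against blank, siSRSF1-2 against blank, LINC01134 overexpression against blank, and siSRSF1-3 against siSRSF1-2. Values of log2(FPKM + 0.1) were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), over the 17538 of 58735 genes with a mean FPKM of at least 0.5 across the libraries. The threshold was a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change over 1. Exact two-sided permutation tests of single genes accompanied the fits for SRSF1 and LINC01134. On simulated data with 200 changed genes, the fit called 168 of them and 4 unchanged genes, and with none changed it called 0, with 3 libraries per group. The simulated genes were independent and had the spread of the blank and siSRSF1-2 libraries. The median standard error was 0.150 for siSRSF1-2 against blank and 0.301 for siSRSF1-3 against blank, so these counts do not carry over to siSRSF1-3.

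The lists were written by hand from gene function, 19 in all: cytosolic ribosomal proteins, mitochondrial ribosomal proteins, oxidative phosphorylation subunits, extracellular matrix, focal adhesion, PI3K-Akt, Wnt, Notch, Hippo and Rap1 signaling, EGFR tyrosine kinase inhibitor resistance, prostate cancer, small cell lung cancer, interferon-stimulated genes, p53 targets, ATF4 and unfolded protein response targets, cholesterol biosynthesis, SR splicing factors and cell cycle genes. They were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison, and also with an estimated correlation and with fry. A loess trend (span 0.5) of the log2 fold change on log2 gene length was removed and the lists were tested again with cameraPR. Symbols were matched to the files through full names. Of 1473 symbols, 21 were not matched.

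Genes named in the text were chosen by a fixed rule: SRSF1 and the other SR splicing factors, LINC01134, the splicing genes the paper names, the first 5 genes of Supplementary Tables 1 and 2, the 5 higher and 5 lower genes with the largest log2 fold change past the threshold whose groups of libraries did not overlap, the 5 members of a list with the smallest adjusted p with siSRSF1-3, and the genes of the heat map in Fig. 4H.

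The alternatives were other pseudocounts (1 and 0.01), no filter or a mean FPKM of at least 1, median-of-ratios factors, FPKM rescaled to the same sum in every library, eBayes without a trend, one fit over all 4 groups, the unadjusted p, no minimum fold change, a replicate block and the omission of each library. Other alternatives were chosen after the data were seen: FPKM scaled to each library's own read total, limma's voom on the recovered reads, near-identical replicates averaged, and 2 libraries per group. A match of the siRNA seeds to 3' UTRs was left out because no human reference was at hand for the work. Splicing was not analysed, since FPKM per gene do not resolve transcripts.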

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

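The scaling to own read totals, the averaging of near-identical replicates, the sets of genes matched in length and the tests of the mitochondrial ribosomal and oxidative phosphorylation lists were chosen after the data were seen. The other tests in this part were set before their results were seen, and every list comparison between the siRNAs was run on the libraries in which the patterns were found.

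The libraries overexpressing LINC01134 are not reported in the paper. LINC01134 itself had FPKM of 891, 1279 and 878 in these libraries against 0.791, 0.519 and 0.497 in blank cells, a log2 fold change of 10.50 (standard error 0.215, adjusted p = 1.18e-05 from limma). In all, 149 genes passed the threshold, 45 higher and 104 lower (430 and 877 at an unadjusted p under 0.05), of which 103 were protein coding. With FPKM rescaled to the same sum the share of higher genes went from 30.2% to 43.6%. After LINC01134, the genes with the largest rises among those past the threshold whose groups did not overlap had at most 8 reads in any library of these groups. GAGE2A (log2 fold change -5.46), C6orf15 (-4.46) and ENSG00000258183 (-4.40) were the lower ones above the floor with the largest changes, and GAGE2A has paralogs with which its reads may be shared. Without OE-LINC01134 replicate 2, 511 genes were higher and 1029 lower, and without blank replicate 2, 1 was higher and 0 lower (408 and 647 at an unadjusted p under 0.05). The counts were 2 and 7 without OE-LINC01134 replicate 1, 1 and 3 without replicate 3, 318 and 645 without blank replicate 1, and 1 and 1 without blank replicate 3. Of the 10 splits of these 6 libraries, 1, the real one, gave as many genes, and 10 splits cannot give a share under 0.1. With near-identical replicates averaged, 1 gene passed the threshold, which leaves a small number of independent cultures open. Of the 149 genes, 35 passed the threshold with the same sign in a siRNA group (29 with siSRSF1-2 and 15 with siSRSF1-3), and 114 in neither. An effect of transfection cannot be told apart from that of LINC01134, because no library of cells with an empty vector is among the samples. The correlation across genes between the log2 fold changes of LINC01134 overexpression and siSRSF1-2 was 0.443, within the 0.0283 to 0.944 that unchanged groups gave against the same blank libraries, so the shared blank libraries stay open as well. An effect of LINC01134 stays among the open explanations.

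The siRNAs differed from each other. Between siSRSF1-3 and siSRSF1-2, 15 genes passed the threshold, 6 higher and 9 lower (1581 and 1302 at an unadjusted p under 0.05). The groups did not overlap in 9579 genes (54.6%), where chance gives 10% if all libraries are independent. Chance gives more if the near-identical siSRSF1-2 libraries share a culture. The genes higher with siSRSF1-3 included ENSG00000170293 (log2 fold change 2.10, adjusted p = 0.0375 from limma) and ENSG00000170540 (2.00, adjusted p = 0.0317 from limma), and the lower genes with the largest changes among those past the threshold were short RNAs and other genes with 0 reads in every siSRSF1-3 library. Without siSRSF1-3 replicate 3, 2807 genes were higher and 2551 lower, and without siSRSF1-3 replicate 2 both counts were 0 (671 and 703 at an unadjusted p under 0.05). They were also 0 without siSRSF1-2 replicate 1, 2 or 3 (976, 891 and 907 higher and 921, 852 and 817 lower at an unadjusted p under 0.05), and 8 and 13 without siSRSF1-3 replicate 1. Of the 10 splits of these 6 libraries, 1, the real one, gave as many genes, and no smaller share is possible. A bias by gene length is argued against as the whole cause, since 9 of the 15 genes stayed past the threshold with the trend on length removed, when 38 passed in all. The sequence of the siRNA, the amount of SRSF1 left and the labelling of siSRSF1-3 replicate 3 stay open, and the match of the siRNA seeds was not run.

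The medians of some of the 19 lists also differed between the siRNAs. Cytosolic ribosomal proteins were higher with siSRSF1-3 by 1.29, mitochondrial ribosomal proteins by 0.82 and oxidative phosphorylation subunits by 1.17, with the siRNAs on opposite sides of the blank mean in every library. With the trend on gene length removed, their adjusted p were 2.78e-07, 0.000108 and 3.98e-07, and the medians of 1000 random sets of genes matched to each list in length reached at most 0.47, 0.54 and 0.49. Scaled to each library's own read total their medians were 0.98, 0.51 and 0.87, against SDs of 0.603, 0.239 and 0.494 between the siSRSF1-3 libraries, while the median of all genes was -0.31. These values argue against gene length and the authors' normalization as the whole cause for the 3 lists. The members of the cytosolic ribosomal list outside the 50 genes with the most reads lay 1.30 above all genes, against an SD of 0.884, which argues against a few genes taking most of the counts. With an estimated correlation between genes none of the lists held (adjusted p = 0.450 for the cytosolic ribosomal list), and under fry its adjusted p was 0.0715. A few genes taking most of the counts was not tested for the other lists. A difference between the siRNAs in their targets, and the spread among the siSRSF1-3 libraries, stay open.

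Between siSRSF1-3 and siSRSF1-2, the median log2 fold change of focal adhesion genes was -0.36 (camera adjusted p = 0.000687), that of EGFR tyrosine kinase inhibitor resistance -0.28 (0.0302), of small cell lung cancer -0.32 (0.0295) and of Rap1 signaling -0.26 (0.0496). With the trend on gene length removed none of these passed the threshold, with adjusted p of 0.199, 0.820, 0.225 and 0.870, so gene length stays open for them. Interferon-stimulated genes differed by -0.39 (camera adjusted p = 0.00851) and ATF4 and unfolded protein response targets by 0.52 (0.000687), and with the trend removed their adjusted p were 0.00164 and 0.00157. The random sets of genes matched to these lists in length reached -0.55 and 0.58, beyond both medians, so gene length stays open here too. Targets of p53 lay on opposite sides of the blank mean in every siRNA library and differed by 0.21, which did not pass the threshold (camera adjusted p = 0.0957; 0.0137 under fry). With libraries scaled to their own read totals ATF4 and unfolded protein response targets stayed above 0 (0.22) and p53 targets did not (-0.096). The median of all genes was then -0.31. Below it lay focal adhesion (-0.65), EGFR tyrosine kinase inhibitor resistance (-0.58), small cell lung cancer (-0.62), Rap1 signaling (-0.52) and interferon-stimulated genes (-0.65). With FPKM rescaled to the same sum the median of all genes was -0.59, and the lists were not run. No cause beyond gene length and the scaling to own read totals was examined for these lists, and a biological difference between the siRNAs stays open.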

How the results depend on the processing

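The tests on libraries scaled to their own read totals, on recovered reads with voom, on near-identical replicates averaged and on 2 libraries per group, the omissions for the supplementary tables and the heat map, and the other settings for the relation with gene length were chosen after the data were seen; the other alternatives were fixed earlier.

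The sign of the log2 fold change of SRSF1 was negative with both siRNAs under every setting run, from -2.55 to -1.72 with siSRSF1-3 and from -1.88 to -1.45 with siSRSF1-2, and the adjusted p ranged from 0.00370 to 0.223 with siSRSF1-3. With siSRSF1-2 it stayed past the threshold throughout.

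With pseudocount 1, 107 genes were higher with siSRSF1-3, 177 higher and 202 lower with siSRSF1-2, and 33 higher and 51 lower between the siRNAs. SRSF1 then passed the threshold with siSRSF1-3 (-1.92, adjusted p = 0.0463). The genes of Supplementary Table 1 past the threshold numbered 54 with siSRSF1-3 and 20 with siSRSF1-2, those of Supplementary Table 2 numbered 38 with siSRSF1-2, and the heat map genes numbered 4 with siSRSF1-3. Spearman's rho with gene length was 0.0777 with siSRSF1-2, 0.0279 with LINC01134 overexpression and -0.227 between the siRNAs. With pseudocount 0.01, 16 genes were higher and 47 lower with siSRSF1-3, 68 lower with LINC01134 overexpression, and 1 higher and 0 lower between the siRNAs (1619 and 1293 at an unadjusted p under 0.05). For both pseudocounts the cause was not tested.

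Without a filter, 42596 genes were tested, so the adjustment covered more genes. Then 24 genes were higher and 92 lower with siSRSF1-3, 16 and 65 with LINC01134 overexpression, and 30 and 79 between the siRNAs. With a mean FPKM of at least 1, which left 14491 genes, 21 were higher and 15 lower between the siRNAs, and the Notch list with siSRSF1-2 reversed to 0.030, with fewer genes in the list.

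With FPKM rescaled to the same sum in every library, 1 gene was higher and 0 lower with siSRSF1-3 (514 and 2501 at an unadjusted p under 0.05), 640 were higher with siSRSF1-2, and 0 were higher and 0 lower between the siRNAs (396 and 3805 at an unadjusted p under 0.05). Relative to blank cells the log2 fold changes of SRSF4 (-0.34), SRSF6 (-0.10), SRSF8 (-0.29), RNMT (-0.28) and FIP1L1 (-0.12) with siSRSF1-3 reversed, while the median of all genes went to -0.45. With libraries scaled to their own read totals, 11 genes were higher and 58 lower with siSRSF1-3, and SRSF4 (-0.16), SRSF8 (-0.10) and RNMT (-0.094) reversed, while the median of all genes went to -0.26. The median of p53 targets was then -0.19, above that of all genes. With median-of-ratios factors SRSF1 passed the threshold with siSRSF1-3 (-2.13, adjusted p = 0.0486); the cause was not tested.

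With eBayes without a trend, 32 genes were higher with siSRSF1-3, 29 higher with LINC01134 overexpression and 15 lower between the siRNAs; the cause was not tested. In one fit over all 4 groups, 1245 were higher and 1177 lower with siSRSF1-3, of which 58 and 161 were called in the fit of both groups alone, 134 and 180 with siSRSF1-2, 174 and 515 with LINC01134 overexpression, and 1472 and 1259 between the siRNAs. SRSF1 passed with siSRSF1-3 (-2.09, adjusted p = 0.00370). This fit shares one variance per gene among groups of unequal spread. At the unadjusted p, 1327 were higher and 1269 lower with siSRSF1-3, 430 and 877 with LINC01134 overexpression and 1581 and 1302 between the siRNAs, and SRSF1 (-2.09) passed. Without a minimum fold change, 2452 were higher and 2250 lower with siSRSF1-2, and 79 higher with LINC01134 overexpression.

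With the replicate number as a block, that is a pairing of the libraries by number, 0 genes were higher and 0 lower with siSRSF1-3 (1358 and 1272 at an unadjusted p under 0.05), 1 and 3 with LINC01134 overexpression, and 0 and 0 between the siRNAs (1621 and 1416 at an unadjusted p under 0.05). The correlations of deviations between libraries of the same number ran from -0.08 to 0.21, so the numbers do not pair the samples. With voom, 176 genes were higher and 411 lower with siSRSF1-3, 101 and 247 with LINC01134 overexpression, and 56 and 54 between the siRNAs, and SRSF1 passed with siSRSF1-3 (-2.08, adjusted p = 0.0305); the cause was not tested. With near-identical replicates averaged, 0 genes were higher and 0 lower with siSRSF1-3 (1137 and 1016 at an unadjusted p under 0.05), with fewer blank samples and all 3 siSRSF1-3 libraries. With LINC01134 overexpression 1 was higher and 0 lower (291 and 473), with fewer samples in both groups. For siSRSF1-2, whose replicates are all near-identical, this setting leaves 1 sample and was not run, so its counts and adjusted p were not tested against an origin in 1 culture.

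With single libraries left out, the genes higher with siSRSF1-3 ranged from 0 to 2192 and those lower from 0 to 1992, both highest without siSRSF1-3 replicate 3 and 0 without blank replicate 2 (1123 and 1017 at an unadjusted p under 0.05). The choices of 2 libraries per group stayed within these ranges. With siSRSF1-2 the genes higher ranged from 201 to 532 (highest without blank replicate 1). With LINC01134 overexpression they ranged from 1 to 511 higher and 0 to 1029 lower (highest without OE-LINC01134 replicate 2), and between the siRNAs from 0 to 2807 higher and 0 to 2551 lower (highest without siSRSF1-3 replicate 3). SRSF1 with siSRSF1-3 ranged from -2.33 to -1.72 and passed without siSRSF1-3 replicate 3. Genes of Supplementary Tables 1 and 2 past the threshold with siSRSF1-3 ranged from 0 to 81 in each table, and those of Supplementary Table 1 with siSRSF1-2 from 20 to 36. Heat map genes past the threshold ranged from 0 to 15 with siSRSF1-3 and from 1 to 10 with siSRSF1-2, and those higher with siSRSF1-2 from 20 to 35. Spearman's rho ranged from 0.0397 to 0.103 with siSRSF1-2, from -0.00502 to 0.0336 with LINC01134 overexpression and from -0.207 to -0.188 between the siRNAs.

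Genes with small changes took either sign when single libraries were left out. With siSRSF1-3 the ranges were -0.41 to 0.21 for SRSF2, -0.21 to 0.10 for SRSF3, -0.021 to 0.24 for SRSF4, -0.27 to 0.017 for SRSF5, -0.14 to 0.022 for SRSF7, -0.32 to 0.10 for SRRM2, -0.036 to 0.38 for RNMT and -0.21 to 0.022 for the SR splicing factor list. With siSRSF1-2 they were -0.59 to 0.027 for SRSF2, -0.0021 to 0.067 for SRSF8, -0.065 to 0.22 for SRSF10 and -0.065 to 0.067 for the SR splicing factor list.

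The list medians with siSRSF1-3 were the same under camera with an estimated correlation and under fry, but not the calls. With an estimated correlation cytosolic ribosomal proteins (1.10), oxidative phosphorylation subunits (0.84), extracellular matrix (-0.58), focal adhesion (-0.44), PI3K-Akt (-0.23), Wnt (-0.12), Hippo (-0.20) and Rap1 (-0.27) signaling, prostate cancer (-0.30) and small cell lung cancer (-0.22) no longer passed, and 0 lists passed with siSRSF1-3 and 1 with siSRSF1-2. Under fry cytosolic ribosomal proteins (1.10) and oxidative phosphorylation subunits (0.84) no longer passed, Notch signaling (-0.20) passed, and 16 lists passed with siSRSF1-2. With the trend on gene length removed Wnt signaling (-0.038) no longer passed and 12 lists passed with siSRSF1-2, and the median of EGFR tyrosine kinase inhibitor resistance was 0.05 with siSRSF1-3. Without the genes of Supplementary Tables 1 and 2, Wnt signaling (-0.11) no longer passed and Notch signaling with siSRSF1-2 reversed to 0.0082, with fewer genes in each list. Without its integrin and extracellular matrix genes PI3K-Akt signaling (-0.15) no longer passed. Wnt signaling ranged from -0.15 to -0.061 with single libraries left out and no longer passed without siSRSF1-3 replicate 3.

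Of the other results for single genes under the alternatives, 1773 were the same, 78 went past the threshold and 586 no longer passed it. Of the other results for lists, 357 were the same, 17 went past the threshold and 13 no longer passed it. Lists were not run under rescaling to the same sum. The depth limits short and weakly expressed genes, whose calls rest on a few reads per library; a gene at 0 reads in 3 libraries may hold up to 3 reads in each.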

Differences from the paper's values

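No test in this part was chosen only after the result was seen, apart from the choices of 2 libraries per group and the voom fit.

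The paper reports 1701 upregulated genes upon SRSF1 knockdown, and 58 were higher here with siSRSF1-3 than in blank cells. The paper used DESeq2, while the counts here are from limma on log2(FPKM + 0.1). DESeq2 was not run here, so the choice of test stays open as a source of the gap. Limma's voom on the recovered reads gave 176 higher and 411 lower genes. The paper's methods give a P under 0.05 without naming an adjustment, with an absolute log2 fold change over 1, and the legend within Fig. 4A, which holds these counts, gives an adjusted p. Of the alternatives set before the data were examined, one fit over all 4 groups gave 1245, the unadjusted p gave 1327 and the omission of siSRSF1-3 replicate 3 gave 2192, each within 1.5 times the paper's value. The others gave between 0 and 107 and did not close the gap. The paper reports 1317 downregulated genes, and 163 were lower here. One fit over all 4 groups gave 1177 and the unadjusted p gave 1269, both within 1.5 times the paper's value. The omission of siSRSF1-3 replicate 3 gave 1992, and the others gave between 0 and 243, and these did not close the gap. Blank replicates 2 and 3 against siSRSF1-3 replicates 1 and 2, a choice made after seeing the values, gave 1979 higher and 1718 lower genes, each within 1.5 times the paper's.

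The paper describes a knockdown of SRSF1, which it measured by qRT-PCR and Western blotting in HOS cells. In the U2OS libraries SRSF1 was lower too, and each siSRSF1-3 library lay below every blank library. With siSRSF1-3 its log2 fold change was -2.09. The adjusted p of 0.0518 from limma, over all genes tested, did not pass the threshold (0.00370 to 0.223 over the alternatives). SRSF1 passed with pseudocount 1, median-of-ratios factors, one fit over all 4 groups and the unadjusted p, and without siSRSF1-3 replicate 3. It also passed with limma's voom, which was chosen after seeing the values.

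The paper places the structural components of the ribosome and oxidative phosphorylation among what rose on knockdown. With siSRSF1-2 their medians were lower, -0.19 and -0.32. With siSRSF1-3 the medians were higher, 1.10 and 0.84, but no single member passed the threshold. RPL28, RPL18, RPL13, RPS28, NDUFS4, NDUFS7 and NDUFA6 passed it in one fit over all 4 groups, at the unadjusted p and without siSRSF1-3 replicate 3, and NDUFC1 without that replicate.

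The paper relates Notch signaling and resistance to EGFR tyrosine kinase inhibitors to SRSF1. The Notch list did not pass the threshold with siSRSF1-3 (median -0.20, camera adjusted p = 0.155), and it did under fry (adjusted p = 0.00827). The list for EGFR tyrosine kinase inhibitor resistance did not pass it with siSRSF1-3 (median -0.22, camera adjusted p = 0.179) under any setting run, and with siSRSF1-2 it passed under fry (median 0.04, adjusted p = 0.0400). The paper also names Wnt, Rap1, Hippo and PI3K-Akt signaling, focal adhesion, prostate cancer and small cell lung cancer. Their lists passed the threshold with siSRSF1-3 and did not with siSRSF1-2 (camera adjusted p between 0.0860 and 0.192), where all of them passed under fry and all but small cell lung cancer with the trend on gene length removed.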

Other observations

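The tests chosen only after the result was seen are those of library size, a few genes taking most of the counts, RNA from other cells, a mislabelled library, the amount of SRSF1 and stress for the siSRSF1-3 libraries, of a mislabelled sample and a batch for blank replicate 1, of the genes of Supplementary Tables 1 and 2 with the LINC01134-overexpressing libraries, of libraries made from one culture, and the sets of genes matched in length.

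The siSRSF1-3 libraries spread more than the others. From replicates 1 to 3 the genes over 1 log2 unit from the blank mean fell in number, and so did the medians of ribosomal and oxidative phosphorylation genes. A curve on gene length took up 7.14% of the variance of the log2 difference between replicates 1 and 3, which argues against gene length as the main source. All 3 read totals lay within the range of the other 9 libraries, which argues against library size. The 50 genes with the most reads took 22.3%, 17.0% and 14.1% of the reads in replicates 1 to 3, which would shift all other genes one way. Outside the 50 genes with the most reads of each library, 3011 genes were over 1 log2 unit higher in replicate 1 than in replicate 3 and 2828 lower. Between replicates of the blank or OE-LINC01134 groups the smaller of these numbers was at most 979. This argues against a few genes taking most of the counts as the whole source. The cell cycle median changed by -0.021 from replicate 3 to replicate 1 and the ATF4 median by 0.09, while the cell cycle medians of the siSRSF1-2 libraries ran from -0.58 to -0.53. A steady median can hide members that go both ways, so these values cannot settle a joint change in stress and proliferation. It stays open as the source, and so does stress alone. Genes near 0 in the other groups with FPKM over 2 numbered 6, 1 and 0 in replicates 1 to 3, 0, 6 and 4 in the blank libraries and at most 2 in the others, which leaves RNA from other cells open. A mislabelled siSRSF1-2 library cannot be told apart from a separate siSRSF1-3 culture as the source of replicate 3. Its SD of the log2 difference was 0.578 to 0.594 to the siSRSF1-2 libraries, and 1.30 and 0.930 to siSRSF1-3 replicates 1 and 2. List medians of replicate 3 went both ways. Those of interferon-stimulated genes (-0.62), ATF4 targets (0.37) and cell cycle genes (-0.38) lay nearer to siSRSF1-3 replicates 1 and 2. Those of cytosolic ribosomal proteins (0.16), mitochondrial ribosomal proteins (0.04) and oxidative phosphorylation subunits (0.03) lay nearer to the siSRSF1-2 libraries. The siSRSF1-2 libraries, at 0.440 to 0.456 from each other, are too alike to set a limit for a separate culture. The amount of SRSF1 left stays open. Replicate 2, with 6.81 FPKM of SRSF1, had 4557 genes over 1 log2 unit from the blank mean, more than the 1694 to 1719 of the siSRSF1-2 libraries at a similar SRSF1 level, but 3 libraries cannot settle a trend. An unrecorded difference in transfection or harvest stays open as well, and no record of batches was given.

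Removing the trend on gene length left every list that passed the threshold for siSRSF1-3 against blank cells past it, except Wnt signaling (adjusted p = 0.0524). The adjusted p were 6.18e-08 for cytosolic ribosomal proteins, 4.51e-05 for oxidative phosphorylation subunits, 3.73e-11 for the extracellular matrix, 2.12e-05 for focal adhesion and 0.0357 for PI3K-Akt signaling. Of 1000 random sets of genes matched to each list in length, the medians reached at most 0.40 for cytosolic ribosomal proteins and 0.50 for oxidative phosphorylation, and at lowest -0.37 for the extracellular matrix and -0.33 for focal adhesion, short of the medians of these lists. This argues against gene length as the whole cause. For focal adhesion the median went from -0.44 to -0.24 with the trend removed, so length may account for part of it. For PI3K-Akt signaling the matched sets reached -0.24, beyond its median of -0.23. For Rap1, Hippo and Wnt signaling they reached -0.31, -0.26 and -0.33, beyond -0.27, -0.20 and -0.12. For prostate and small cell lung cancer they reached -0.37 and -0.31, beyond -0.30 and -0.22, and for ATF4 targets 0.451, beyond 0.446. Gene length stays open for all of these. Mitochondrial ribosomal proteins, interferon-stimulated, cholesterol biosynthesis and cell cycle genes had medians beyond all their matched sets.

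Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes past the threshold in siSRSF1-3 against blank cells and 1 in siSRSF1-2 against blank cells. For the lists, 1 split gave as many with siSRSF1-3 and 5 with siSRSF1-2. With 10 splits the share is never under 0.1. The other 9 splits, each a mix of both groups, still gave between 4 and 11 lists for siSRSF1-3 and blank libraries and between 1 and 6 for siSRSF1-2 and blank libraries, against 15 and 6 for the real ones, and 0 genes past the threshold in each. List calls at the preset correlation thus also appear with the groups mixed.

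Pairs of replicates differed in closeness. In 5 pairs the chi-square over its degrees of freedom lay between 2.08 and 3.00: blank replicates 2 and 3, OE-LINC01134 replicates 1 and 3, and the siSRSF1-2 replicates among themselves. In the other 7 pairs of replicates it lay between 55.5 and 278. Libraries made from one culture would give values near counting noise, and the largest, 3.00, leaves that open. The legend of Fig. 4H gives 3 experimental repeats and the supplementary methods 2 biological replicates per condition, and neither says how the cultures of single libraries were grown. No biological explanation was tested.

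Blank replicate 1 resembled OE-LINC01134 replicate 2 (correlation across genes 0.952). Its LINC01134 level of 0.791 FPKM argues against a mislabelled sample, and its read total, rank 2 of the 3 blank libraries, argues against library size. The deviations of the pair from the other libraries of their groups had a correlation across genes of 0.0988, and a batch shared by the pair cannot be told apart from other sources with these values. No biological explanation was tested.

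With siSRSF1-2 against blank cells, 97.5% of the genes of Supplementary Table 1 and 100% of those of Supplementary Table 2 had the listed sign, within the range of unchanged groups set against the same blank libraries. With the OE-LINC01134 libraries in place of the blank ones, the median of Supplementary Table 1 was 0.59 with siSRSF1-2, with 63 of 81 genes higher, 27 of them past the threshold and 2 past it the other way. Unchanged groups gave medians from -0.31 to 0.29, and from -0.38 to 0.36 with siSRSF1-2 as spread as the OE-LINC01134 libraries. The unchanged groups had their genes picked on siSRSF1-3, and the paper's text does not name the siRNA behind its lists, while the title within Fig. 4A compares siASF_3 with U2OS cells. Of the 81 genes, 81 had a log2 fold change over 1 with siSRSF1-3 and 38 with siSRSF1-2. If the lists were picked on siSRSF1-3, these values argue against shared blank libraries as the whole cause for Supplementary Table 1. With siSRSF1-3 the median was 1.58, with 76 of 81 higher and 34 past the threshold. For Supplementary Table 2 the median was -0.081 with siSRSF1-2, within the -0.30 to 0.31 of unchanged groups, so shared blank libraries and an effect of SRSF1 cannot be told apart there. It was -0.87 with siSRSF1-3. An effect of SRSF1, of the transfection and of LINC01134 on the comparator all stay open for both tables. With LINC01134 overexpression, 98.8% of the genes of Supplementary Table 2 were lower, with a median log2 fold change of -1.17, where unchanged groups gave 43.2% to 100%, and 60 of the 81 genes of Supplementary Table 1 were higher. The medians of Supplementary Table 2 in the single OE-LINC01134 libraries were -1.56, -0.30 and -1.62. A response shared by all transfected cultures may account for part of the fall in Supplementary Table 2, where the median between siSRSF1-2 and LINC01134 overexpression was -0.081, and stays open, because no library of a control siRNA or vector is among the samples.

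Other lists were tested with siSRSF1-3 against blank cells. Interferon-stimulated genes had a median of -0.48 (camera adjusted p = 0.000177), and -0.74 without blank replicate 1. Cholesterol biosynthesis genes had -0.65 (0.000177), cell cycle genes -0.43 (8.45e-05; -0.17 without blank replicate 1) and ATF4 and unfolded protein response targets 0.45 (0.0181; 0.28 without siSRSF1-3 replicate 1). Targets of p53 had 0.06 (0.254; 0.15 without siSRSF1-3 replicate 3) and SR splicing factors -0.16 (0.369; 0.022 without blank replicate 1). With siSRSF1-2 the medians were -0.18 (camera adjusted p = 0.161) for interferon-stimulated genes, -0.45 (0.000211; -0.29 without blank replicate 1) for cholesterol biosynthesis, -0.54 (7.73e-10; -0.32 without blank replicate 1) for cell cycle genes, 0.06 (0.621; -0.10 without blank replicate 1) for ATF4 targets, -0.08 (0.229; -0.045 without siSRSF1-2 replicate 2) for p53 targets and 0.02 (0.625; -0.065 without blank replicate 2) for SR splicing factors. In the OE-LINC01134 libraries, where SRSF1 was not lower, the medians in replicates 1 to 3 were -0.53, -0.23 and -0.50 for interferon-stimulated genes, 0.36, 0.31 and 0.36 for cell cycle genes, 0.54, 0.35 and 0.52 for ATF4 targets and 0.52, -0.036 and 0.53 for p53 targets. The cell cycle median of blank replicate 1 was 0.44 above the blank mean, against -0.23 and -0.22 in the other blank libraries.

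The splicing genes the paper names were measured as whole genes. With siSRSF1-3 the log2 fold changes were -0.06 for SRRM2, 1.32 for DMKN, 0.16 for RNMT, 0.32 for FIP1L1 and -0.75 for FANCI, with adjusted p between 0.0917 and 0.903 from limma, and SCAT1 was not matched. With siSRSF1-2 they were 0.62 for SRRM2 (adjusted p = 0.0125 from limma), 0.39 for DMKN, 0.72 for RNMT (adjusted p = 0.00121 from limma), 0.16 for FIP1L1 and -0.33 for FANCI, none past the threshold for the fold change. DMKN passed the threshold with siSRSF1-3 without siSRSF1-3 replicate 3 (1.74). Without siSRSF1-3 replicate 1 the values with siSRSF1-3 were 0.10 for SRRM2, 0.38 for RNMT and 0.53 for FIP1L1, and without replicate 3 those of SRRM2 and RNMT were -0.32 and -0.036. Without blank replicate 1 the values with siSRSF1-2 were 0.18 for DMKN and -0.18 for FANCI. Among the other SR splicing factors, the log2 fold changes with siSRSF1-3 lay between -0.60 (SRSF9; -0.022 without siSRSF1-3 replicate 1 and -0.98 without replicate 2) and 0.35 (SRSF6), and with siSRSF1-2 between -0.53 (SRSF7) and 0.46 (SRSF11). SRSF12 was not tested.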
